# A multi-scale analysis of bull sperm methylome revealed both species peculiarities and conserved tissue-specific features

**DOI:** 10.1186/s12864-018-4764-0

**Published:** 2018-05-29

**Authors:** Jean-Philippe Perrier, Eli Sellem, Audrey Prézelin, Maxime Gasselin, Luc Jouneau, François Piumi, Hala Al Adhami, Michaël Weber, Sébastien Fritz, Didier Boichard, Chrystelle Le Danvic, Laurent Schibler, Hélène Jammes, Hélène Kiefer

**Keywords:** DNA methylation, Sperm, Cattle, Satellite repeats

## Abstract

**Background:**

Spermatozoa have a remarkable epigenome in line with their degree of specialization, their unique nature and different requirements for successful fertilization. Accordingly, perturbations in the establishment of DNA methylation patterns during male germ cell differentiation have been associated with infertility in several species. While bull semen is widely used in artificial insemination, the literature describing DNA methylation in bull spermatozoa is still scarce. The purpose of this study was therefore to characterize the bull sperm methylome relative to both bovine somatic cells and the sperm of other mammals through a multiscale analysis.

**Results:**

The quantification of DNA methylation at CCGG sites using luminometric methylation assay (LUMA) highlighted the undermethylation of bull sperm compared to the sperm of rams, stallions, mice, goats and men. Total blood cells displayed a similarly high level of methylation in bulls and rams, suggesting that undermethylation of the bovine genome was specific to sperm. Annotation of CCGG sites in different species revealed no striking bias in the distribution of genome features targeted by LUMA that could explain undermethylation of bull sperm. To map DNA methylation at a genome-wide scale, bull sperm was compared with bovine liver, fibroblasts and monocytes using reduced representation bisulfite sequencing (RRBS) and immunoprecipitation of methylated DNA followed by microarray hybridization (MeDIP-chip). These two methods exhibited differences in terms of genome coverage, and consistently, two independent sets of sequences differentially methylated in sperm and somatic cells were identified for RRBS and MeDIP-chip. Remarkably, in the two sets most of the differentially methylated sequences were hypomethylated in sperm. In agreement with previous studies in other species, the sequences that were specifically hypomethylated in bull sperm targeted processes relevant to the germline differentiation program (piRNA metabolism, meiosis, spermatogenesis) and sperm functions (cell adhesion, fertilization), as well as satellites and rDNA repeats.

**Conclusions:**

These results highlight the undermethylation of bull spermatozoa when compared with both bovine somatic cells and the sperm of other mammals, and raise questions regarding the dynamics of DNA methylation in bovine male germline. Whether sperm undermethylation has potential interactions with structural variation in the cattle genome may deserve further attention.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4764-0) contains supplementary material, which is available to authorized users.

## Background

Sperm unique morphology and functions result from a long differentiation process that requires dynamic epigenetic reprogramming of the genome [1], which starts with the global erasure and reestablishment of DNA methylation marks in fetal and post-natal germ cells [2] and continues throughout adulthood. The maintenance of DNA methylation, the accumulation of non-coding RNAs, the implementation of post-translational histone modifications or sperm-specific variants and finally histone-to-protamine replacement then occur progressively during the sequential mitosis, meiosis, differentiation and maturation steps of spermatogenesis [3, 4]. The reorganization of epigenetic marks during spermatogenesis enables a dramatic compaction of the sperm nucleus, thus improving motility and DNA damage protection in the female genital tract, and plays a fundamental role in subsequent development of the embryo [5]. Alterations to the epigenetic reprogramming of the male germline may potentially affect sperm functions and fertilization efficiency [6], and numerous studies have reported associations between an abnormal sperm epigenome and a low sperm count or sperm dysmorphia, fertilization failures, poor embryogenesis, low pregnancy outcomes and metabolic disorders affecting the offspring [7–17]. Accordingly, studies in human cohorts [12, 18, 19] and genetic or pharmacological alterations to DNA methylation in mice [20–22] have emphasized the prominent role of DNA methylation in male germ cell differentiation and male fertility.

Comparatively, studies on DNA methylation in bovine spermatozoa are still scarce, and have often focused on candidate loci [23–25]. Recent genome-wide studies have identified sperm DNA methylation marks associated with subfertility in buffalo and bulls [26, 27], as well as regions that are hypermethylated in sperm relative to the embryo, studied using a platform dedicated to small samples [28]. However, a comprehensive view of the sperm methylome in bovine species is still lacking, even though this knowledge could enable promising advances in the cattle industry. Indeed, domestication, the creation of highly specialized breeds and decades of genetic improvement have shaped the bovine genome [29]. This undoubtedly has also had a profound impact on the methylome, since DNA methylation is directly affected by the CpG content of the genome and its alteration by DNA polymorphism [30]. Whether these changes are of functional significance and contribute to the establishment of phenotypes needs to be ascertained. In addition, in a context of genomic selection, more information on the epigenetic features transferred to the embryo alongside the paternal genetic heritage is necessary in order to improve semen quality control procedures as well as to guarantee semen fertility and proper embryo development.

In order to contribute knowledge in this field, we established a thorough description of the methylome of bull spermatozoa at different scales, using luminometric methylation assay (LUMA), methylated DNA immunoprecipitation (MeDIP), reduced representation bisulfite sequencing (RRBS) and pyrosequencing. We report here on the global DNA methylation level of bull sperm relative to both bovine somatic cells and the sperm of other mammals, and on a comparison of genome-wide methylation patterns between bovine sperm and somatic cells.

## Methods

### Animals and cell/tissue collection

All study methods were implemented in accordance with EU guidelines and regulations (Directive 2010/63/UE). For animals maintained in INRA facilities, the experimental protocols were approved by the INRA local Ethics Committee (COMETHEA, authorization numbers 12/160 and Méjusseaumes Animal Care committee 0162503). The bull samples originated from bulls selected for artificial insemination and were provided by commercial companies: Montbéliarde breed by GEN’IATEST (France) and UMOTEST (France), Holstein and Normande breeds by EVOLUTION (France) and Belgian White Blue breed by AWE (Belgium). Other bovine tissues were collected from Holstein cows maintained at the INRA experimental farm (UCEA, INRA, France). The ram, goat and boar semen and blood samples were supplied by commercial companies (OSON, Capgenes and LNCR, respectively, France). Mice semen samples were collected from the caudal epididymis of 7-week-old male C57Bl/6JOlaHsd mice supplied by Harlan Laboratory (Netherlands) and euthanized by cervical dislocation. Stallion semen was supplied by Dr. M. Magistrini (UMR INRA 0085 PRC, France). Human sperm samples originated from patients included in a PHRC METASPERME study, coordinated by Dr. R. Levy (Laboratoire d’Histologie Embryologie Cytogénétique CECOS, Hôpital Jean Verdier, France); this study received the approval from French ethics board (Conseil d’évaluation éthique pour les recherches en santé, CERES) and all the patients gave their informed written consent to participate.

In Fig. 1c-d, semen and blood from the same individuals were collected using standard procedures on bulls and rams maintained in semen production centers. Total blood was used for DNA extraction. For both bulls and rams, collected semen was extended with Optidyl (Cryo-Vet) and either underwent direct DNA extraction (fresh semen) or was subjected to standard techniques for semen processing (straw conditioning, freezing and storage in liquid nitrogen; frozen semen). Other bull semen samples were in the form of frozen straws stored in liquid nitrogen.

**Fig. 1:**
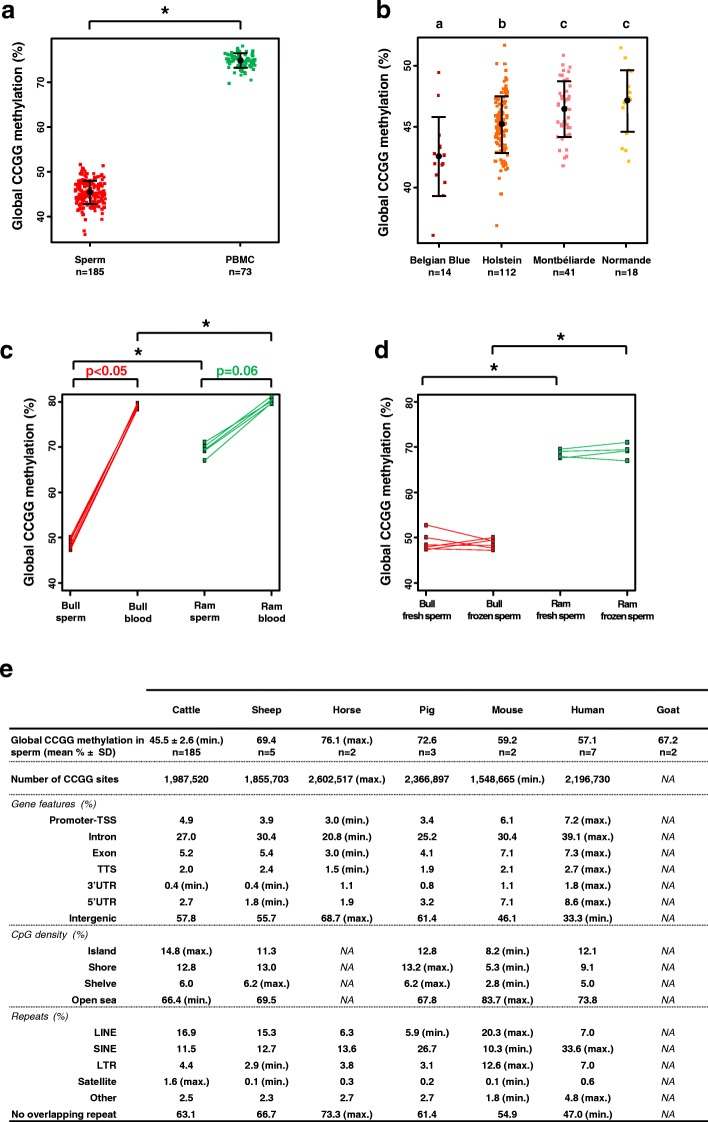
Global DNA methylation level measured by LUMA is low in bovine sperm. **a** Global DNA methylation level in bovine sperm and PBMCs. Each colored dot represents one individual. The black dots and horizontal bars indicate the means ± standard deviations. The difference between cell types is highly significant (*p* < 2.2e-16, Welch’s t-test). **b** Global DNA methylation level of sperm in four bovine breeds. The effect of the breed on CCGG methylation is significant (*p* < 0.05, one-way analysis of variance for independent samples). Significant differences between breeds are indicated by different letters (*p* < 0.05, multiple comparisons of means using Tukey’s test). **c**, **d** Global DNA methylation level in bull and ram samples. Significant differences between independent samples are indicated by asterisks (*p* < 0.05, permutation test), while paired samples are connected by plain lines. **c** Global DNA methylation level in blood cells and semen for bulls (*n* = 6) and rams (*n* = 5). The *p*-values are indicated in red (bulls) and green (rams) for comparisons involving samples collected from the same individuals (permutation test for paired samples). **d** Global DNA methylation level in bull (*n* = 6) and ram (*n* = 4) sperm cells from fresh and frozen semen. The difference between fresh and frozen semen is not significant. **e** Global sperm DNA methylation level and CCGG distribution in several mammalian species. The CCGG sites were annotated relative to gene features, CpG density and overlapping repeats. For each genomic feature examined, species with extreme values are indicated (min. and max.). In the bovine genome, CCGG sites are particularly enriched in CpG islands and satellites, and are within the ranges of other species for other genomic features. SD: standard deviation

For all semen samples except those from humans and stallions, the possible contamination of spermatozoa by somatic cells was checked systematically under the microscope and confirmed to be below detectable levels. The human and stallion semen samples contained observable somatic cells and were therefore processed as previously described to ensure the absence of potential contamination: the human semen samples were subjected to a stringent somatic cell lysis protocol [18] and the sperm from stallions were purified by single layer centrifugation using Androcoll-E-Large (SLU, Uppsala, Sweden) [31].

Primary cultures of fibroblasts were derived from ear skin biopsies from three separate adult heifers and cultured until passage 11 in Dulbecco’s modified Eagle medium supplemented with 10% fetal calf serum and 1% penicillin-streptavidin (Life Technologies) at 38 °C with 5% CO_2_. Livers were obtained from adult cows slaughtered at the INRA experimental facilities. Peripheral blood mononuclear cells (PBMCs) were isolated from blood collected from the jugular vein and centrifuged using a Ficoll gradient. To obtain the monocyte fraction, PBMCs were incubated in the presence of microbeads conjugated to monoclonal anti-CD14 antibodies (mouse IgG2a; Miltenyi Biotec) in MACS BSA buffer, for 15 min. at 4 °C under gentle agitation. Magnetic separation was then performed using MS Columns following the manufacturer’s instructions. The tissues and cells were snap-frozen in liquid nitrogen and stored at − 80 °C until DNA extraction.

The sample types and experiments performed are summarized in Table 1.

**Table 1:** Samples and experiments

Experiment	Species	Breed/strain	Sample type	Sample number	Figures
LUMA	Cattle	Holstein	PBMCs	73	Fig. 1a
	Cattle	Belgian White Blue	Sperm, frozen	14	Fig. 1a-b, e
	Cattle	Holstein	Sperm, frozen	112	Fig. 1a-b, e
	Cattle	Montbéliarde	Sperm, frozen	41	Fig. 1a-b, e
	Cattle	Normande	Sperm, frozen	18	Fig. 1a-b, e
	Cattle	Montbéliarde	Sperm, frozen	6	Fig. 1c-d
	Cattle	Montbéliarde	Total blood	6	Fig. 1c
	Sheep	Ile-de-France	Sperm, frozen	5	Fig. 1c-d, e
	Sheep	Ile-de-France	Total blood	5	Fig. 1c
	Cattle	Montbéliarde	Sperm, fresh	6	Fig. 1d
	Sheep	Ile-de-France	Sperm, fresh	4	Fig. 1d
	Horse	Welsh	Sperm, fresh	2	Fig. 1e
	Pig	mixed	Sperm, fresh	3	Fig. 1e
	Mouse	C57Bl/6JOlaHsd	Sperm, fresh	2	Fig. 1e
	Human		Sperm, frozen	7	Fig. 1e
	Goat	Alpine	Sperm, frozen	2	Fig. 1e
Genotyping	Cattle	Montbéliarde	Sperm, fresh	2	Additional file 1: Figure S2
	Cattle	Montbéliarde	Total blood	2	Additional file 1: Figure S2
MeDIP	Cattle	Holstein	Sperm, frozen	4	Figs. 2, 3, 4, 6
	Cattle	Holstein	Liver	4	Figs. 2, 3, 4, 6
	Cattle	Holstein	Fibroblasts	3	Figs. 2, 3, 4, 6
RRBS	Cattle	Holstein	Sperm, frozen	2	Figs. 2, 3, 5, 6
	Cattle	Holstein	Monocytes	2	Figs. 2, 3, 5, 6
	Cattle	Holstein	Fibroblasts	2	Figs. 2, 3, 5, 6

All the samples were independent, except for (i) the sperm and blood samples in Fig. 1c-d that were collected on the same bulls and rams, and (ii) two fibroblast samples and two livers that were collected on the same animals. Two independent amplifications of the same fibroblast cultures were used for MeDIP and RRBS. The sperm and blood DNA samples used for genotyping were the same as used for LUMA, Fig. 1c-d. PBMCs: peripheral blood mononuclear cells

### Genomic DNA extraction and genotyping

One straw of bull semen was used for DNA extraction (about 20 million spermatozoa). After thawing at 37 °C, the semen was washed with phosphate buffer saline (PBS) to remove the extender, and incubated overnight at 55 °C in 200 μl lysis buffer (10 mM Tris-HCl pH 7.5, 25 mM EDTA, 1% SDS, 75 mM NaCl, 50 mM dithiothreitol (DTT) and 0.5 μg glycogen) in the presence of 0.2 mg/ml proteinase K. After incubation with 25 μg/ml RNAse A for 1 h at 37 °C, genomic DNA was extracted twice using phenol and phenol:chloroform (1:1), then ethanol precipitated and washed. The dried pellet was re-suspended in TE buffer (10 mM Tris HCl pH 7.5, 2 mM EDTA) and the DNA concentration was measured using a Qubit 2.0 Fluorometer (Invitrogen). Fresh bull semen, total blood from bulls and rams, fresh or frozen semen from rams, boars, mice, goats, processed semen from stallions and men were treated in an identical manner as the frozen straws from bull semen.

DNA extraction from liver samples was performed as described elsewhere [32]. The same procedure was used for fibroblasts and monocytes, except that the cells were lysed by the direct addition of lysis buffer and proteinase K to the cell pellet.

The genotyping of two Montbéliarde bulls was performed by LABOGENA (France) on semen and blood DNA from the same individuals using the commercially available BovineSNP50 v2 BeadChip (Illumina). Genotypes were determined using the Genotyping Module of GenomeStudio software (Illumina). For each animal, copy number variations (CNVs) were searched for and compared between tissues. The Log R Ratio (LRR, normalized measurement of total signal intensity) and B Allele Frequency (BAF, measurement of the allelic intensity ratio) were used to infer copy number changes in the genome. For example, in the presence of a deletion, LRR values increase and BAF values cluster around 0 or 1 but are absent at around 0.5, due to a lack of heterozygotes. LRR and BAF were then plotted along the genome and compared between tissues.

### In silico analyses

A script developed in house was used to extract the coordinates of all the CCGG sites present in the genomes of different species (cattle, sheep, horse, pig, mouse and human; Fig. 1e). The CCGG sites were then annotated relative to different gene features, CpG density and repeats by means of a pipeline developed in house (https://github.com/FAANG/faang-methylation/tree/master/RRBS-toolkit/Annotation) and using the genome annotation features indicated in Additional file 1: Table S1. The following criteria were applied: promoter-TSS, − 1000 to + 100 bp relative to the transcription start site (TSS); TTS: -100 to + 1000 bp relative to the transcription termination site (TTS); shore, up to 2000 bp from a CpG island (CGI); and shelve up to 2000 bp from a shore. A site/fragment was considered to belong to a CGI (respective shore and shelve) if an overlap of at least 75% was observed between the site/fragment and the CGI (respective shore and shelve). A site/fragment was considered as being overlapped by a repetitive element whatever the extent of this overlapping.

In Additional file 1: Tables S2 and S3, in silico reduced representation (RR) genomes digested by MspI restriction enzyme were produced for different species and using different size selection criteria by means of another pipeline developed in house (https://github.com/FAANG/faang-methylation/tree/master/RRBS-toolkit/RR_genome). The RR genome fragments were then annotated as explained above.

### Luminometric methylation assay (LUMA)

Global DNA methylation levels were quantified using LUMA, as previously described [33, 34]. Briefly, 1 μg of genomic DNA was cleaved using the isochizomeres HpaII (methylation sensitive) and MspI (non-methylation-sensitive) in two separate reactions and in the presence of EcoRI to standardize for DNA amounts. The three enzymes were purchased from New England Biolabs. The protruding ends were then used as templates for pyrosequencing with the Pyromark Q24 device and Pyromark Gold Q96 reagents (Qiagen). The luminometric signals produced by either the sequential incorporation of C and G nucleotides (reflecting the number of CCGG sites digested by HpaII or MspI) or the sequential incorporation of A and T nucleotides (reflecting the number of AATT sites digested by EcoRI), were then quantified using Pyromark Q24 software. Each sample was assayed in duplicate. The global methylation percentage per sample was then calculated as follows:

$$ \mathrm{Methylation}\%=100-\frac{\mathrm{Average}\ \mathrm{signal}\ \mathrm{obtained}\ \mathrm{with}\ \mathrm{HpaII}\ \mathrm{after}\ \mathrm{EcoRI}\ \mathrm{normalization}}{\mathrm{Average}\ \mathrm{signal}\ \mathrm{obtained}\ \mathrm{with}\ \mathrm{MspI}\ \mathrm{after}\ \mathrm{EcoRI}\ \mathrm{normalization}}\ast 100 $$

The conditions were compared using non-parametric tests suited to small samples (permutation tests for two independent samples or for two paired samples according to the situation, with Monte-Carlo sampling of 100,000 permutations) or using t-test and analysis of variance when appropriated (larger samples with a normal distribution).

### Methylated DNA immunoprecipitation (MeDIP), microarray hybridization and data analysis

MeDIP and quality controls by PCR were performed as described elsewhere [32]. The antibody used for immunoprecipitation was BI-MECY-1000 5-methylcytidine antibody (Eurogentec). To prevent any technical bias, the products of five independent MeDIP experiments were pooled for each sample. After moderate genome amplification, the pooled MeDIP reactions and corresponding input DNA were labelled with Cy3 and Cy5 and hybridized on a Roche-NimbleGen 3x720K microarray, with technical dye-swaps for every sample. The microarray targeted the promoter region (− 2000 to + 1360 bp relative to the gene start) of 21,296 bovine genes, according to an annotation file downloaded from the Johns Hopkins University Center for Computational Biology FTP website (ftp://ftp.ccb.jhu.edu/pub/data/assembly/Bos_taurus/Bos_taurus_UMD_3.0/annotation/; accessed Aug. 2010). The microarray design and hybridization protocol, as well as more details on the data analysis, can be found in [35]. The identification of regions of interest containing clusters of probes enriched in at least one tissue, the identification of differentially methylated regions (DMRs) among these regions of interest, as well as the calculation of mean percentages of enriched probes (Pr) in each tissue for each region r (DMR or region of interest), are detailed in the Additional file 1: Supplementary methods. Three Pr were obtained per region: Pr_sperm_, Pr_liver_ and Pr_fibroblasts_. The scatterplot shown in Fig. 3d illustrates the Pr_liver_ - Pr_sperm_ and Pr_fibroblasts_ - Pr_sperm_ differences for the regions of interest (in black) and for the DMRs specific to the comparison between sperm and somatic cells (in red). Positive values for both Pr_liver_ - Pr_sperm_ and Pr_fibroblasts_ - Pr_sperm_ indicated that the two somatic cell types were more methylated than sperm in the region considered, while negative values for both Pr_liver_ - Pr_sperm_ and Pr_fibroblasts_ - Pr_sperm_ indicated the contrary. Similarly, an opposite sign for the values of Pr_liver_ - Pr_sperm_ and Pr_fibroblasts_ - Pr_sperm_ reflected the contrasting behaviors of liver and fibroblasts. Among the DMRs, those undermethylated in sperm were selected based on a positive value for both Pr_liver_ - Pr_sperm_ and Pr_fibroblasts_ - Pr_sperm_ and were annotated as explained regarding the in silico analyses, together with the 27,684 regions of interest. Genes containing DMRs were subjected to DAVID analysis (*Database f*or Annotation, Visualization and Integrated Discovery; [36]) using genes containing the 27,684 regions of interest as the background.

### Reduced representation bisulfite sequencing (RRBS) and data analysis

RRBS libraries were prepared as described elsewhere [37, 38]. Briefly, 200 ng of genomic DNA were digested by MspI (Thermo Scientific), end-repaired and ligated to 55 bp Illumina adapters for paired-end sequencing. Size selection by gel excision was performed in order to select fragments ranging from 150 to 400 bp (genomic fragments of 40-290 bp + adapters). The DNA was then purified using the MinElute gel extraction kit (Qiagen) and then bisulfite-converted twice consecutively with the EpiTect bisulfite kit (Qiagen), following the manufacturer’s instructions for DNA extracted from FFPE tissues. Converted DNA was amplified with Pfu Turbo Cx hotstart DNA polymerase (Agilent) using 14 PCR cycles for sperm and fibroblasts and 12 cycles for monocytes. The libraries were then purified using Agencourt Ampure beads (Beckman-Coulter) and sequenced on an Illumina HiSeq2500 sequencer to produce 75 bp paired-end reads (Integragen SA, France).

RRBS sequences were analyzed using an integrated pipeline combining scripts developed in house in Python, R and Shell, together with external tools (https://github.com/FAANG/faang-methylation/tree/master/RRBS-toolkit/). Details about the analysis and the identification of differentially methylated cytosines (DMCs) are provided in the Additional file 1: Supplementary methods.

For each tissue, the mean methylation percentage was calculated (mean of the methylation percentages obtained in the two biological replicates) as well as the difference between two tissues (Additional file 2, column L). The scatterplot shown in Fig. 3e illustrates the differences between monocytes and sperm and between fibroblasts and sperm for the 1,580,644 CpGs covered by 5 to 500 uniquely mapped reads (CpGs 5-500) in all six samples (in black) and for the DMCs specific to the comparison between sperm and somatic cells (in red). Among these DMCs, those undermethylated in sperm were selected based on a positive value for both differences. Together with the CpGs 5-500, they were then annotated relative to gene features, CGIs and repeats as explained for the in silico analyses. Genes containing DMCs were subjected to DAVID analysis using genes containing the 1,580,644 CpGs 5-500 as the background.

To better characterize repetitive elements, an artificial genome containing the consensus sequence of each bovine repeat was constituted from the Repbase database [39]. Reads were aligned on this artificial genome as explained above, and the average methylation percentage was calculated for each repeat and each sample (average methylation percentage for all CpGs included in one genomic repeat and covered by either 5-500 reads or by > 500 reads).

### Bisulfite-pyrosequencing

Bisulfite conversion was performed on 1 μg genomic DNA as described elsewhere [40]. After ethanol precipitation, the DNA pellet was re-suspended in 20 μl H_2_O.

For *LSM4* and *BTSAT4*, primers were designed using the MethPrimer program [41] and amplifications were carried out from 1 μl treated DNA with Platinum Taq DNA polymerase (Invitrogen), according to the manufacturer’s instructions with variable MgCl_2_ concentrations. The following program was used: 3 min. at 94 °C followed by 50 cycles of 30 s. at 94 °C, 1 min. at variable hybridization temperatures, 1 min. at 72 °C, and finally 10 min. at 72 °C. For *DDX4* and *SYCP3*, primers were designed using the Pyromark assay design software (Qiagen) and amplifications were performed using the Pyromark PCR kit (Qiagen) according to the manufacturer’s instructions. The primers used to amplify each region are listed in Additional file 1: Table S4, together with the hybridization temperatures and MgCl_2_ concentrations. The reverse primers were 5′-biotinylated.

After denaturation and purification, the biotinylated antisense strand of PCR product was used as a template for pyrosequencing with 0.3 μM pyrosequencing primer, using the Pyromark Q24 device and Pyromark Gold Q96 reagents (Qiagen). The pyrosequencing primers are listed in Additional file 1: Table S5. Each CpG was assayed in duplicate, and inconsistent duplicates (more than 5% difference) were repeated. The methylation percentage per CpG was then obtained by calculating the mean of all replicates that passed quality control by the Pyromark Q24 software. The statistical analysis was performed on the mean percentage per CpG using permutation tests as explained for LUMA.

## Results

### Global DNA methylation level is low in bull sperm

We first assessed the global level of DNA methylation in bull sperm relative to somatic cells (PBMCs) using LUMA [33, 34] on a large sample size. The average methylation at CCGG sites was dramatically lower in sperm (45.5%, *n* = 185) than in PBMCs (74.8%, *n* = 73; Fig. 1a). The standard deviations in this large sample were weak (2.6% for sperm and 1.6% for PBMCs), demonstrating the limited inter-individual variability within each cell type and the reliability of the technique to assess global DNA methylation. Because the sperm samples were collected from Holstein, Montbéliarde, Normande and Belgian White Blue bulls, we investigated the effect of the breed on global sperm DNA methylation. Methylation was significantly lower in Belgian White Blue than in any other breed and significantly lower in Holstein than in Normande and Montbéliarde (Fig. 1b). A bootstrap analysis confirmed that these breed-related differences were not due to an unbalanced number of bulls from each breed (Additional file 1: Figure S1). These results demonstrated that global methylation varied across different bovine breeds, suggesting that the presence of DNA polymorphism could influence the global CCGG content and methylation. However, the range of variation (from 42.6% in Belgian White Blue to 47.1% in Normande) was weak relative to the 30% difference we observed between sperm and PBMCs, suggesting that sperm weaker methylation was not breed-dependent. To determine whether the global DNA methylation of sperm was comparably low in another species, we collected paired semen and blood samples from bulls and rams. While sperm was less methylated than blood in both species (Fig. 1c), the difference between the two cell types was much greater for bulls (30% less methylation in sperm than in blood) than for rams (only 10% less methylation in sperm than in blood). Differences between species were observed in both cell types, but were broader for sperm (20% difference) than for blood (only 1.2% difference). In sperm, the difference between species was independent of the cryopreservation process (Fig. 1d).

This lower methylation of sperm may have resulted from a biased representation of the regions present in our sperm genomic DNA. Indeed, the high level of sperm chromatin compaction impeded the complete extraction of genomic DNA using standard procedures, which were therefore optimized by the addition of reducing agents such as DTT (see for instance [42]). The protocol we used during this study performed well for DNA extraction from human sperm (50 mM DTT, [7]). To investigate whether these conditions were also suited to bovine sperm, we used genomic DNA from two paired sperm and blood samples (the same samples as in Fig. 1c), both of which were purified in the presence of 50 mM DTT, as a template for genotyping. As expected, the same genotype was obtained from blood and sperm DNA in each bull. Likewise, for each animal, CNV profiles were compared between tissues because any difference might be indicative of preferential extraction. The plots were similar and no gross discrepancies could be observed between tissues (Additional file 1: Figure S2). This result therefore ruled out the possibility that some specific regions of the bovine genome failed to be extracted from sperm chromatin under our experimental conditions.

Because the genomic distribution of CCGG sites may display species-specific variations that might influence the methylation results, we compared sperm CCGG methylation in several species relative to the genomic features available. In the horse, pig, mouse, human and goat, sperm DNA methylation level was much higher than that measured in bovine and closer to that determined in sheep (Fig. 1e). The CCGG distribution in the bovine genome was within the range observed in other species for most of the features examined, except for CGIs that accounted for 14.2% of total CCGG sites in bovine vs. 8.0 to 12.2% in other species. The important representation of bovine CCGGs in CGIs was balanced by a low representation in open sea (regions with a low CpG density). Most mammalian CGIs are unmethylated in somatic cells and can become methylated during development and disease [43]. Because blood cells (in which most CGIs are supposed to be unmethylated) displayed a roughly similar methylation level in bovine and sheep, it is unlikely that the lower level of DNA methylation in bull sperm resulted solely from the higher percentage of bovine CCGG sites in CGIs. Another remarkable feature of the bovine CCGG sites was their strong enrichment in satellites, which represented 1.6% of all CCGGs vs. 0.1 to 0.6% in other species. However, whatever the species examined, the < 2% difference in CCGG sites present in satellites could not account for the > 10% difference in sperm methylation (Discussion).

Taken together, these data demonstrated that compared to somatic cells, bull sperm displayed a dramatically lower level of CCGG methylation which seemed to be specific to the bovine species. This lower methylation was neither related to the process of semen cryopreservation nor to a technical artefact, and could not be fully explained by the genomic distribution of CCGG sites in the bovine species.

### The tissue/cell type is a major determinant of DNA methylation landscapes in cattle

Because high-throughput analyses were necessary to identify regions that were hypomethylated in bovine sperm, we decided to assess two cost-effective approaches which are widely used to study DNA methylation: MeDIP-chip [44] and RRBS [37]. MeDIP-chip enables precise targeting of specific regions in the genome through custom design of the microarray (in our case, 3360 bp spanning the promoter and upstream region of each of the 21,296 bovine genes [35]), while RRBS offers a base-resolution analysis of CpG-rich regions through the combined use of enzymatic digestion (MspI) and the size selection of restriction fragments. Because no data were available regarding the optimal size window for RRBS in cattle, we conducted an in silico prediction of the genome coverage by RRBS and compared the results with those of MeDIP-chip (Additional file 1: Supplementary methods, Tables S2-S3). These in silico analyses suggested that the RRBS procedure could be successfully adapted to the bovine genome using MspI with a size window of 40-290 bp, and would lead to a base-resolution map of the methylome with coverage that would complement that of the MeDIP-chip.

Independent bovine samples were analyzed using MeDIP-chip (sperm, liver and fibroblasts) and RRBS (sperm, monocytes and fibroblasts) in order to determine cell type-dependent variations of the methylome using these two complementary technologies. 

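The RRBS data came from 2 sperm, 2 monocyte and 2 fibroblast libraries, each prepared from a different animal. Sperm came from bulls and both somatic cell types from cows, so that cell type and sex cannot be separated in these libraries. The fibroblasts alone were grown in culture, so that culture and cell type cannot be told apart for fibroblasts. In RRBS, MspI cuts the DNA at CCGG sites whatever their methylation, and bisulfite converts unmethylated but not methylated cytosines, so that the share of reads with an unconverted cytosine measures the methylation of a CpG. The genomic fragments measured 40 to 290 bp and were read as 75 bp pairs. The sperm and fibroblast libraries had 14 PCR cycles and the monocyte libraries 12. For each CpG of the UMD3.1 bovine genome, the authors deposited the number of uniquely mapped reads and the percentage of them that were methylated, with no filter on coverage. Summed over CpGs, the coverage ranged from 45884839 in monocyte replicate 2 to 78890776 in fibroblast replicate 2, with a median of 9 to 14 reads per CpG. Each library had between 2310551 and 2673984 CpGs 5-500, whose median coverage was 12 to 19 reads, so that the percentage of a single CpG rests on few reads. In all 6 libraries together, 1580644 CpGs were covered by 5 to 500 reads, and 968781 of them by at least 10. The median coverage of the X chromosome relative to that of the autosomes was 0.556 and 0.600 in the sperm libraries and between 0.867 and 0.923 in the somatic libraries. With 2 libraries per cell type, an exact two-sided permutation test cannot give a p below 0.333 between a pair of cell types, or below 0.0667 between sperm and the 4 somatic libraries.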

For RRBS we selected CpGs covered by 5 to 500 uniquely mapped reads for each sample (CpGs 5-500), from which an average methylation rate was calculated. The average methylation in sperm (51.8%) was higher than in fibroblasts (48%) and lower than in monocytes (57.6%; Additional file 1: Table S6). 

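Each library's average was computed over its own CpGs 5-500, every CpG counting equally. It was 51.7 ± 0.502% in sperm (SD, n = 2 libraries), 57.6 ± 0.958% in monocytes and 47.9 ± 0.482% in fibroblasts. The sperm libraries were at 51.4% and 52.1%, the monocyte libraries at 58.3% and 56.9% and the fibroblast libraries at 47.6% and 48.3%. Monocytes lay 5.88 points above sperm and the difference between fibroblasts and sperm was -3.79 points, both larger than the spread between replicates (exact two-sided permutation test, p = 0.333 for each, the smallest p that 2 libraries against 2 allow). The 4 somatic libraries together lay 1.04 points above sperm (exact permutation test, p = 0.8). Weighting every CpG by its coverage moved the average of sperm most, to 45.3%, and with 46.8% under this weighting fibroblasts then lay 1.56 points above sperm. Over the CpGs covered in all 6 libraries, which moved the somatic averages most, monocytes were at 54.0% and fibroblasts at 46.4%. All monocyte libraries and no others had 12 PCR cycles, so that the number of cycles and the cell type cannot be told apart for monocytes.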

We next categorized the CpGs 5-500 into hypo- (< 20% methylation), intermediate (20–80% methylation) and hypermethylated CpGs (> 80% methylation) and observed a larger proportion of hypo- and a smaller proportion of intermediate CpGs in sperm than in somatic cells, which was counterbalanced by a large proportion of hypermethylated CpGs (Fig. 2a). This bimodal distribution of methylation in sperm probably explained the intermediate level of average methylation for CpGs 5-500. It was noted that when only CpGs covered by more than 500 uniquely mapped reads were considered (CpGs > 500), average methylation increased in monocytes (81.4%) and in fibroblasts (66.6%), but fell dramatically in sperm (22.5%; Additional file 1: Table S6).

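Hypomethylated CpGs made up 44.6% and 43.8% of the CpGs 5-500 in the sperm libraries, 34.4% and 35.9% in the monocyte libraries and 37.9% and 37.4% in the fibroblast libraries. Intermediate CpGs made up 7.15% and 7.33% in sperm, 13.1% and 13.2% in monocytes and 30.2% and 29.5% in fibroblasts. Hypermethylated CpGs made up 48.2% and 48.8% in sperm, 52.5% and 50.9% in monocytes and 31.9% and 33.0% in fibroblasts. Both sperm libraries had more hypomethylated CpGs than every somatic library (exact two-sided permutation test, p = 0.0667) and fewer intermediate CpGs than every somatic library (exact permutation test, p = 0.133). The hypermethylated share was higher in sperm than in fibroblasts and lower than in monocytes, but with classes split at 10% and 90% it was 44.6% in sperm and 41.1% in monocytes. This split also moved the intermediate share most, to 14.1% in sperm, 26.2% in monocytes and 43.8% in fibroblasts. At a minimum coverage of 20, the intermediate share was still lowest in sperm, at 7.19%, against 11.5% in monocytes and 27.1% in fibroblasts. Among CpGs covered by at least 50 reads, it was 44.5% and 33.0% in the sperm libraries, 27.0% and 28.8% in the monocyte libraries and 56.4% and 35.7% in the fibroblast libraries, so that both sperm libraries then lay above both monocyte libraries. These CpGs numbered only 28589 to 90591 per library, a small part of the CpGs 5-500, and need not stand for the others.

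**Figure D1:**
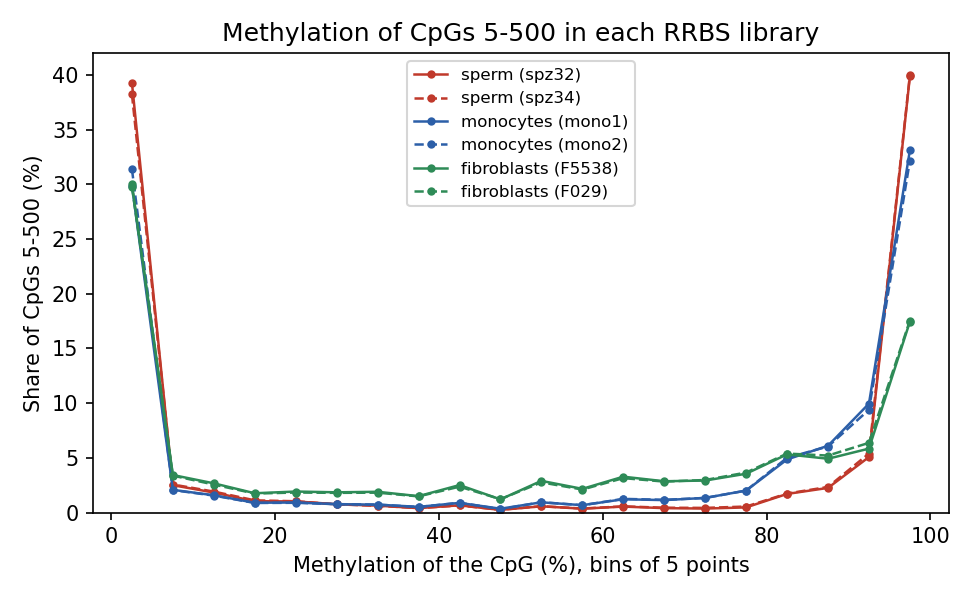
Share of CpGs 5-500 (y axis, %) in each bin of 5 points of methylation (x axis, %) for the 2 sperm, 2 monocyte and 2 fibroblast libraries, a line per library. The sperm lines are highest at both ends of the scale, and the fibroblast lines are highest in the middle, where 30.2% and 29.5% of the fibroblast CpGs lie between 20% and 80%.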

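In the sperm libraries, 74.6% and 72.6% of the CpGs 5-500 were at exactly 0 or 100% methylation. This share was 57.5% and 60.5% in the monocyte libraries and 42.3% and 40.9% in the fibroblast libraries. The paper proposes that this bimodal distribution explains the intermediate average of sperm.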

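Between 6794 and 11348 CpGs per library were covered by more than 500 reads, and they held 18.5% to 23.7% of all coverage. Their average methylation was 22.5 ± 1.86% in sperm (SD, n = 2 libraries), 81.4 ± 0.237% in monocytes and 66.7 ± 0.495% in fibroblasts. The libraries were at 23.9% and 21.2% for sperm, 81.6% and 81.2% for monocytes and 66.3% and 67.0% for fibroblasts. Both sperm libraries thus lay below every somatic library, by 51.5 points on average (exact two-sided permutation test, p = 0.0667, the smallest p that 2 libraries against 4 allow). Restricting the comparison to the 4734 CpGs covered by more than 500 reads in all 6 libraries moved the somatic averages most, to 82.7% in monocytes and 68.5% in fibroblasts, and gave 22.9% in sperm. The difference between sperm and monocytes was already close to this size at 50 to 99 reads. CpGs covered by 5 to 9 reads averaged 57.6% in sperm, 62.6% in monocytes and 52.6% in fibroblasts, whereas CpGs covered by 50 to 99 reads averaged 22.1 ± 2.48% in sperm, 78.2 ± 1.87% in monocytes and 39.4 ± 10.3% in fibroblasts (SD, n = 2).

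**Figure D2:**
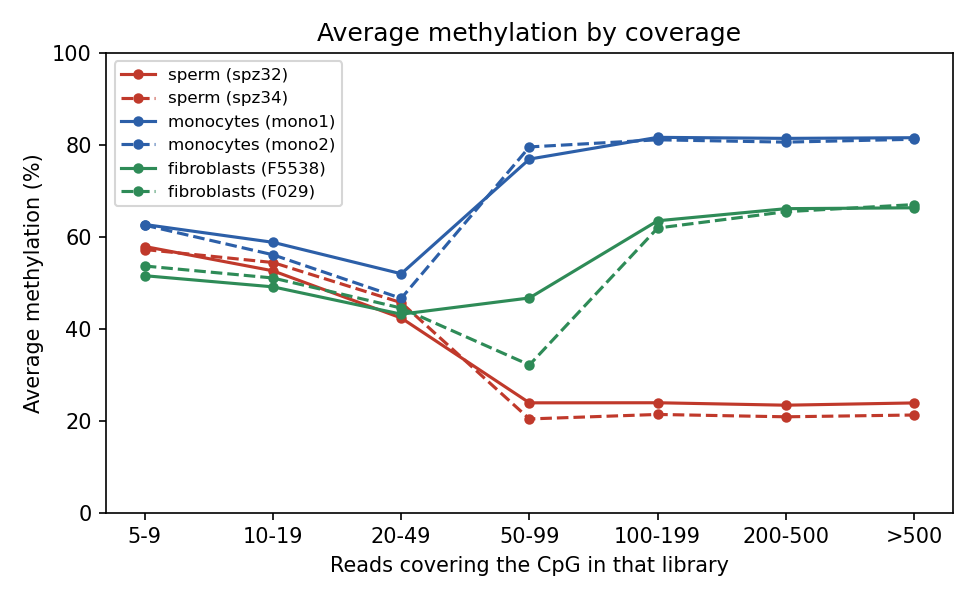
Average methylation (y axis, %) of the CpGs of each library by the number of reads that cover them in that library (x axis), a line per library of sperm, monocytes and fibroblasts. Sperm falls from 57.6% at 5 to 9 reads to 22.5% above 500 reads, while monocytes reach 81.4% and fibroblasts 66.7% there.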

**Fig. 2:**
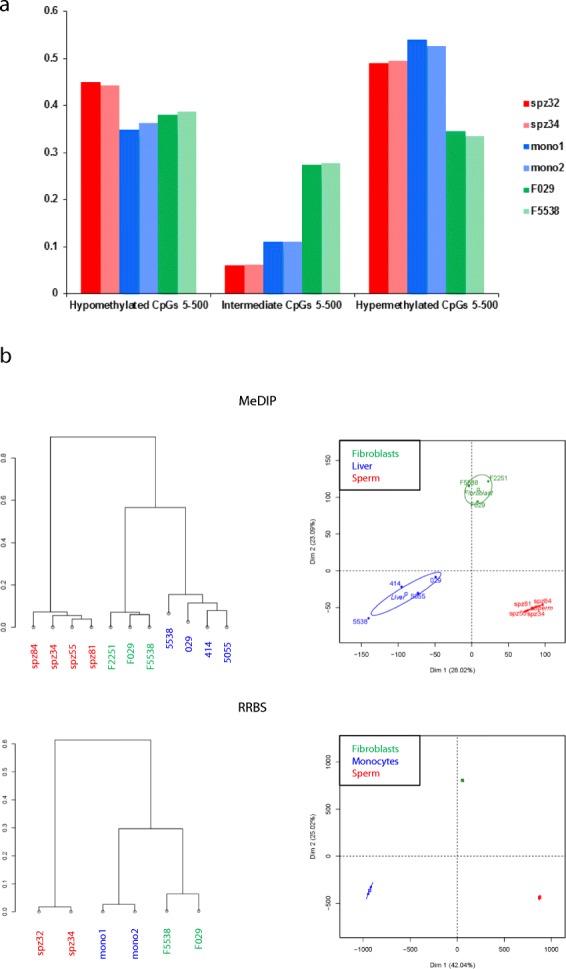
Cell type is a major determinant of DNA methylation landscapes in cattle. **a** Proportion of hypo- (< 20% methylation), intermediate (20–80% methylation) and hypermethylated CpGs (> 80% methylation) in each RRBS library, showing contrasted distributions between cell types. **b** Descriptive analyses. Upper panel: MeDIP-chip on sperm (*n* = 4, red), fibroblasts (*n* = 3, green) and liver (n = 4, blue). For each sample i and each promoter p, a normalized number of enriched probed NEpi was computed (see Additional file 1: Supplementary methods). Correlation clustering and PCA were then performed on the matrix of the normalized number of enriched probes. Lower panel: RRBS on sperm (*n* = 2, red), fibroblasts (n = 2, green) and monocytes (*n* = 2, blue). Correlation clustering and PCA were run on the totality of CpGs covered between 5 and 500 reads in the six samples

We next conducted descriptive analyses of the MeDIP-chip and RRBS data. For MeDIP-chip, a normalized factor NEpi, representing the number of enriched probes at promoter p for sample i, was calculated for all promoters and samples, and hierarchical clustering and principal component analysis (PCA) were run on the resulting matrix. For RRBS, PCA and hierarchical clustering were computed from the matrix of methylation percentages obtained for each CpG 5-500 and each sample (Fig. 2b). 

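For RRBS, the distance between a pair of libraries was computed as 1 minus Pearson's r over the methylation percentages of the 1580644 CpGs 5-500 covered in all 6 libraries. This correlation is across CpGs, which are not independent replicates. The distance between replicates was 0.0178 in sperm, 0.0264 in monocytes and 0.0638 in fibroblasts. Every distance between libraries of different cell types was larger, the smallest being 0.167 between a monocyte and a fibroblast library.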

With both types of descriptive analysis, the samples were clearly clustered according to the tissue/cell type using both MeDIP-chip and RRBS. Interestingly, hierarchical clustering revealed that the distance between sperm and other cell types was more important than the distance between liver and fibroblasts or monocytes and fibroblasts, highlighting the methylation specificities of germinal cells compared to somatic cells. This could also be seen in PCA, where dimension 1 opposed sperm to one or both somatic cells/tissue, while the difference between the two somatic cell types was more apparent along dimension 2.

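The distance averaged 0.283 over the 8 pairs of a sperm and a somatic library and 0.171 over the 4 pairs of a monocyte and a fibroblast library. It was 0.252 between sperm and monocytes (from 0.252 to 0.254) and 0.313 between sperm and fibroblasts (from 0.311 to 0.316), both above the highest distance between monocytes and fibroblasts, 0.175. Keeping 1 CpG per kb moved these distances most, to 0.410 between sperm and somatic cells and 0.326 between monocytes and fibroblasts.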

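In a PCA of the RRBS percentages centred per CpG and not scaled, dimension 1 held 61.6% of the variance and dimension 2 held 29.0%. Dimension 1 placed both sperm libraries on a side opposite to all 4 somatic libraries, and dimension 2 separated monocytes from fibroblasts. Scaling every CpG to unit variance moved these shares most, to 42.0% and 25.0%, and dimension 1 then opposed sperm to fibroblasts with the monocyte libraries in between. From the clustering and the PCA, the paper concludes that the cell type was the main source of variation in methylation.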

Our results therefore showed that the tissue/cell type represented the main source of variation in methylation, and that sperm-specific methylation profiles could emerge from our MeDIP and RRBS data.

### Identification of regions and CpGs hypomethylated in bull sperm

We next ran a differential analysis on each pair of tissue/cell types. For MeDIP, we compared the proportion of enriched probes between two tissues/cell types in 27,684 regions of interest containing clusters of probes enriched in at least one tissue/cell type (see Additional file 1: Supplementary methods). This led to the identification of 4329 DMRs between sperm and liver; 3780 DMRs between sperm and fibroblasts and 2803 DMRs between fibroblasts and liver. The features of each DMR and the corresponding promoter regions are summarized in Additional file 3. For RRBS, we identified 298,901 DMCs between monocytes and sperm; 450,971 DMCs between fibroblasts and sperm, and 239,036 DMCs between monocytes and fibroblasts using stringent criteria (Additional file 1: Supplementary methods, Table S7 and Additional file 2).

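DMCs were sought among the 1580644 CpGs 5-500 covered in all 6 libraries by a logistic regression of the read counts on the cell type, summed over the 2 replicates. CpGs with a Benjamini-Hochberg adjusted p below 0.01 (likelihood-ratio test) and a difference of at least 25 points were called. This gave 297571 DMCs between monocytes and sperm, 446829 between fibroblasts and sperm and 268263 between monocytes and fibroblasts. Monocytes were the more methylated in 70.9% of the DMCs between monocytes and sperm and in 80.6% of those between monocytes and fibroblasts, whereas fibroblasts were the more methylated in 42.8% of the DMCs between fibroblasts and sperm. In between 98.3% and 98.6% of the DMCs, both replicates of a cell type lay above both replicates of the other. The replicate numbers are taken from the labels and name different animals in each cell type. With the replicate number as a block in a Cochran-Mantel-Haenszel test, 282577, 417525 and 241188 DMCs were called in the same order of comparisons. The correlation of same-numbered libraries, after removing the mean of each cell type, was 0.00421 for monocytes and sperm, 0.00159 for fibroblasts and sperm and -0.00325 for monocytes and fibroblasts, so that the labels show no pairing. The same test called 4886 CpGs between the sperm replicates, 2736 between the monocyte replicates and 10959 between the fibroblast replicates. A test on summed reads holds no variance between animals. Correcting for overdispersion at each CpG with an F test moved the counts most, to 0 DMCs in every comparison. It left 222393, 269421 and 122287 CpGs at an unadjusted p below 0.05, the lowest p of any comparison being 0.000593. In simulated data this correction recovered none of the changed CpGs either, so that its 0 cannot tell whether differences exist. With the edgeR quasi-likelihood test, which shares the dispersion between CpGs, 196071, 235852 and 62475 DMCs were called.

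**Figure D3:**
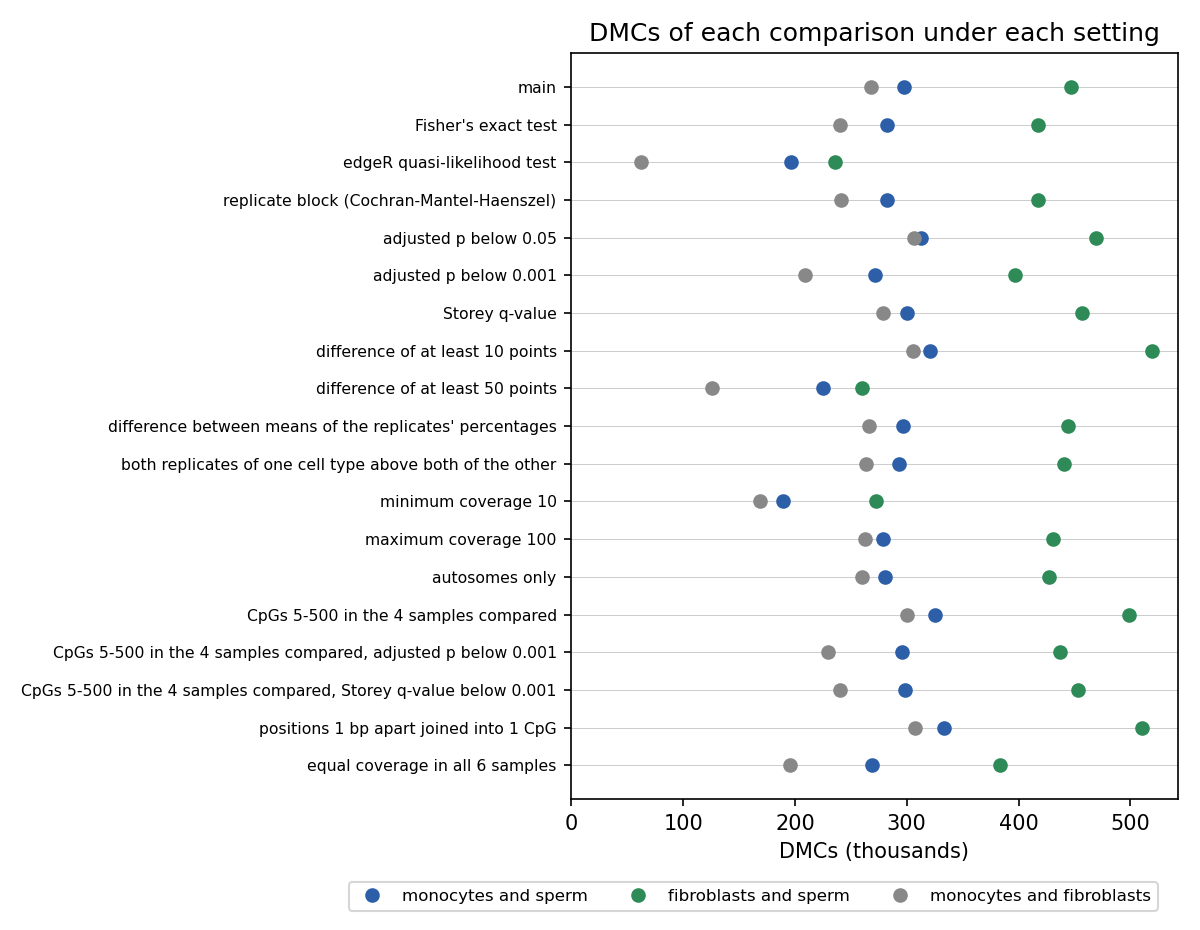
Number of DMCs (x axis, in units of 1000) under each setting that made calls (y axis), with a point for each of the 3 comparisons. In every setting shown the count is highest between fibroblasts and sperm and lowest between monocytes and fibroblasts, with 446829 and 268263 DMCs in the main setting.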

Consistent with the results of clustering and PCA, the number of DMRs/DMCs was higher between sperm and any somatic cell type/tissue than between two somatic cell types, for both MeDIP and RRBS. 

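The number of DMCs between monocytes and sperm was 1.11 times that between monocytes and fibroblasts. This ratio was above 1 under every alternative that called DMCs, from 1.02 with an adjusted p below 0.05 to 3.14 with the edgeR test. The overdispersion correction called no DMC and gives no order. Without a test, 319574 CpGs differed by at least 25 points between monocytes and sperm, 475242 between fibroblasts and sperm and 324536 between monocytes and fibroblasts. By that count, the number for monocytes and sperm was the smallest of the 3, but at a minimum coverage of 10 it was 193094, against 182594 for monocytes and fibroblasts. On autosomes it stayed the smaller, with 300963 against 314675. It also did with differences between means of the replicates' percentages, with 319202 against 324253.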

Fig. 3a-b shows the distribution of DMRs and DMCs in different Venn territories corresponding to pairwise comparisons under MeDIP (Fig. 3a) and RRBS (Fig. 3b). DMRs and DMCs specific to the comparison between sperm and somatic cells could be deduced from these territories (in red). These 1678 DMRs and 174,103 DMCs were located at the intersection between the “sperm *vs.* somatic cell type 1” and “sperm *vs*. somatic cell type 2” territories (yellow and orange) excluding the DMRs/DMCs also shared by the “somatic cell type 1 *vs*. somatic cell type 2” comparison (three-color territory). 

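The set of DMCs found in both sperm comparisons and not between monocytes and fibroblasts held 180282 CpGs, or 11.4% of the CpGs 5-500 covered in all 6 libraries. With the replicate block it held 175443. A further 41621 DMCs were shared by the 3 comparisons. DMCs found in a single comparison numbered 63995 for fibroblasts and sperm, 23758 for monocytes and sperm and 13801 for monocytes and fibroblasts. DMCs of fibroblasts against both other cell types numbered 160931, and DMCs of monocytes against both other cell types numbered 51910. Apart from the overdispersion correction, under which the set was empty, a minimum coverage of 10 moved the size of the sperm-specific set most, to 112970.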

Because the comparison between sperm and fibroblasts was performed using both MeDIP and RRBS, the actual complementarity of the two technologies could be assessed using real data. 

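Additional file 3 lists the DMRs with their coordinates, and the part given here holds 1957 DMRs between fibroblasts and sperm, so that the overlap covers part of the list only. These DMRs contained 2309 of the CpGs 5-500 covered in all 6 RRBS libraries, in 320 DMRs. Of these CpGs, 1646 were DMCs between fibroblasts and sperm, or 71.3% against 28.3% of all CpGs tested. They were 1646 of the 446829 DMCs of this comparison. In 1644 of them, or 99.9% (95% confidence interval from 99.6% to 100.0%, treating CpGs as independent), the RRBS difference had the direction of the MeDIP difference. Over all their CpGs tested, DMCs or not, 97.2% of the 320 DMRs had a mean RRBS difference in the direction of the MeDIP difference, and 95.3% of 212 DMRs at a minimum coverage of 10.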

As shown in Fig. 3c, only a limited subset of CpGs was shared by DMRs identified using MeDIP and DMCs identified using RRBS. This result, together with the in silico analysis indicating that the targeted regions were largely different under MeDIP-chip and RRBS, clearly demonstrated that we were able to identify two distinct subsets of sperm-specific DMRs/DMCs.

**Fig. 3:**
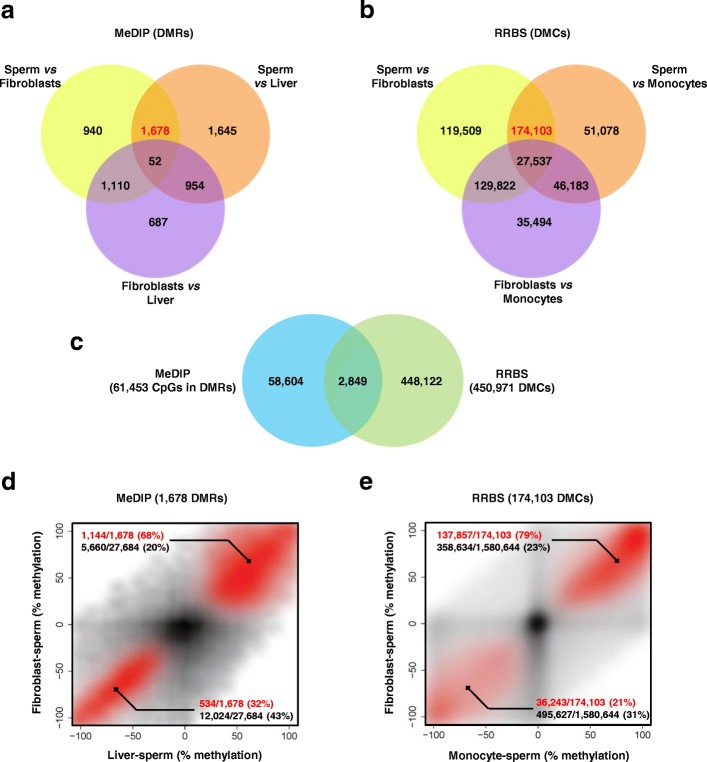
Two distinct sets of differentially methylated regions and differentially methylated CpGs display undermethylation in sperm. **a** Venn diagram showing the DMRs identified using MeDIP-chip in sperm, fibroblasts and liver. A total of 1678 DMRs specific to the comparison between sperm and somatic cells was obtained (in red). **b** Venn diagram showing the DMCs identified using RRBS in sperm, fibroblasts and monocytes. A total of 174,103 DMCs specific to the comparison between sperm and somatic cells was obtained (in red). **c** The CpG positions included in the 3780 DMRs identified between sperm and fibroblasts using MeDIP were extracted. The Venn diagram shows the intersection between these CpGs and the 450,971 DMCs identified between sperm and fibroblasts using RRBS. **d**, **e** Scatterplots showing the methylation differences between two somatic tissues and sperm, for all regions or CpGs used during differential analysis (in black; background) and for DMRs/DMCs specific to the comparison between sperm and somatic cells (in red). The proportions of background regions/CpGs overmethylated (upper right edge) and undermethylated (lower left edge) in both somatic tissues compared to sperm are indicated in black. The proportions of DMRs/DMCs overmethylated and undermethylated in both somatic tissues compared to sperm are indicated in red. **d** Differences in methylation between liver and sperm (Pr_liver_ - Pr_sperm_; x-axis) and between fibroblasts and sperm (Pr_fibroblasts_ - Pr_sperm_; y-axis) for regions and DMRs identified using MeDIP (see Additional file 1: Supplementary methods for the definition of Pr_sperm_, Pr_liver_ and Pr_fibroblasts_). **e** Differences in methylation between monocytes and sperm (x-axis) and between fibroblasts and sperm (y-axis) for CpGs and DMCs identified using RRBS

We next investigated whether these two subsets of sperm-specific DMRs/DMCs might display similar features in terms of variations in methylation. For both MeDIP (Fig. 3d) and RRBS (Fig. 3e), we plotted the differences in methylation between each somatic cell type and sperm for sperm-specific DMRs/DMCs. The appropriate background was used for each technology: the 27,684 regions of interest subjected to differential analysis in MeDIP and the 1,580,644 CpGs 5-500 covered in all six samples analyzed using RRBS. With both MeDIP and RRBS, background regions/CpGs (in black) were particularly concentrated around the center of the plot, illustrating that most of the regions/CpGs analyzed did not display cell type-dependent variations. By contrast, sperm-specific DMRs/DMCs were located along a diagonal that ran from the lower left-hand corner to the upper right-hand corner, meaning that these DMRs/DMCs behaved similarly in the two somatic cell types when compared to sperm. 

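Among the 1580644 background CpGs, 49.1% differed from sperm by less than 10 points in both monocytes and fibroblasts, and 65.1% by less than 25 points in both. Both somatic cell types were above sperm in 22.7% of the background CpGs and below sperm in 31.4%. Requiring a difference of at least 5 points in both moved these shares most, to 16.7% and 17.3%.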

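Among the 180282 sperm-specific DMCs, the difference between monocytes and sperm and the difference between fibroblasts and sperm had a Pearson's r of 0.978, against 0.748 over all background CpGs. This correlation is across CpGs, which are not independent replicates. The differences had opposite signs in 6 of the sperm-specific DMCs. The definition of the set favours this pattern, since it leaves out the CpGs that differ between monocytes and fibroblasts.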

Most strikingly, a great majority of sperm-specific DMRs/DMCs (68% for MeDIP and 79% for RRBS) were grouped in the upper right-hand corner, indicating that they were hypomethylated in sperm when compared to the two somatic cell types examined.

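In RRBS, 141942 of the 180282 sperm-specific DMCs were less methylated in sperm than in both somatic cell types, or 78.7% (95% confidence interval from 78.5% to 78.9%, which covers the counting error only and treats CpGs as independent). The other 38334 with the same sign in both were more methylated in sperm. With the replicate block the hypomethylated share was 79.5%. The hypo-DMCs had a median methylation of 5.03% in sperm, 93.6% in monocytes and 86.5% in fibroblasts. The DMCs more methylated in sperm had a median of 97.9% in sperm, 20% in monocytes and 20.8% in fibroblasts. Merging DMCs of the same direction within 1000 bp into regions moved the share most, to 53.4%, with 16752 hypomethylated and 14595 hypermethylated regions. The region with the most hypo-DMCs, 194, lay on chromosome X from 128526939 to 128528788 and averaged 1.26 ± 0.681% in sperm (SD, n = 2 libraries), 93.4 ± 0.0538% in monocytes and 92.7 ± 1.09% in fibroblasts. Its median coverage was 42 reads, against 17 for all CpGs tested on the X chromosome. Sex cannot be separated from cell type on this chromosome. The next regions lay on chromosome 18, from 63687591 to 63692328 with 160 hypo-DMCs and from 62377846 to 62380903 with 154 hypo-DMCs, where sperm averaged 10.0% and 2.06%. In the opposite direction, the region with the most DMCs, 92, lay on chromosome 17 from 74834556 to 74840428 and averaged 97.5 ± 0.440% in sperm, 19.8 ± 0.0678% in monocytes and 41.2 ± 2.69% in fibroblasts (SD, n = 2). It was followed by a region of chromosome 25 from 1193917 to 1196560 with 71 such DMCs and a region of chromosome 14 from 2054728 to 2056105 with 58, where sperm averaged 77.2% and 71.5%. From the large share of sperm-specific DMCs in the upper right-hand corner of the plot, the paper concludes that most of them are hypomethylated in sperm.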

Taken together, these results demonstrated that using two complementary technologies we were able to identify two distinct subsets of DMRs/DMCs specific to the comparison between sperm and somatic cells, most of them being less methylated in sperm. These hypomethylated sperm-specific DMRs/DMCs (hypo-DMRs/DMCs) could therefore partly explain the lower global DNA methylation of sperm observed in LUMA which was particularly marked in cattle.

### Hypomethylation in bull sperm targets specific genomic features and functions

To determine whether specific gene ontology (GO) terms were enriched in the sperm hypomethylated regions, we next annotated the hypo-DMRs identified by MeDIP relative to genes. Consistent with the microarray design, most of the 1144 hypo-DMRs were located in or close to genes according to the criteria described in the Methods, resulting in a list of 701 unique genes which were then subjected to DAVID analysis. Significant enrichments were found for biological processes such as sexual reproduction (36 genes), fertilization (15 genes) and RNA transport (11 genes). Further analysis using a more restrictive list of GO terms led to the identification of functional clusters involved in mRNA processing (Fig. 4a) and meiosis/spermatogenesis (Fig. 4b).

**Fig. 4:**
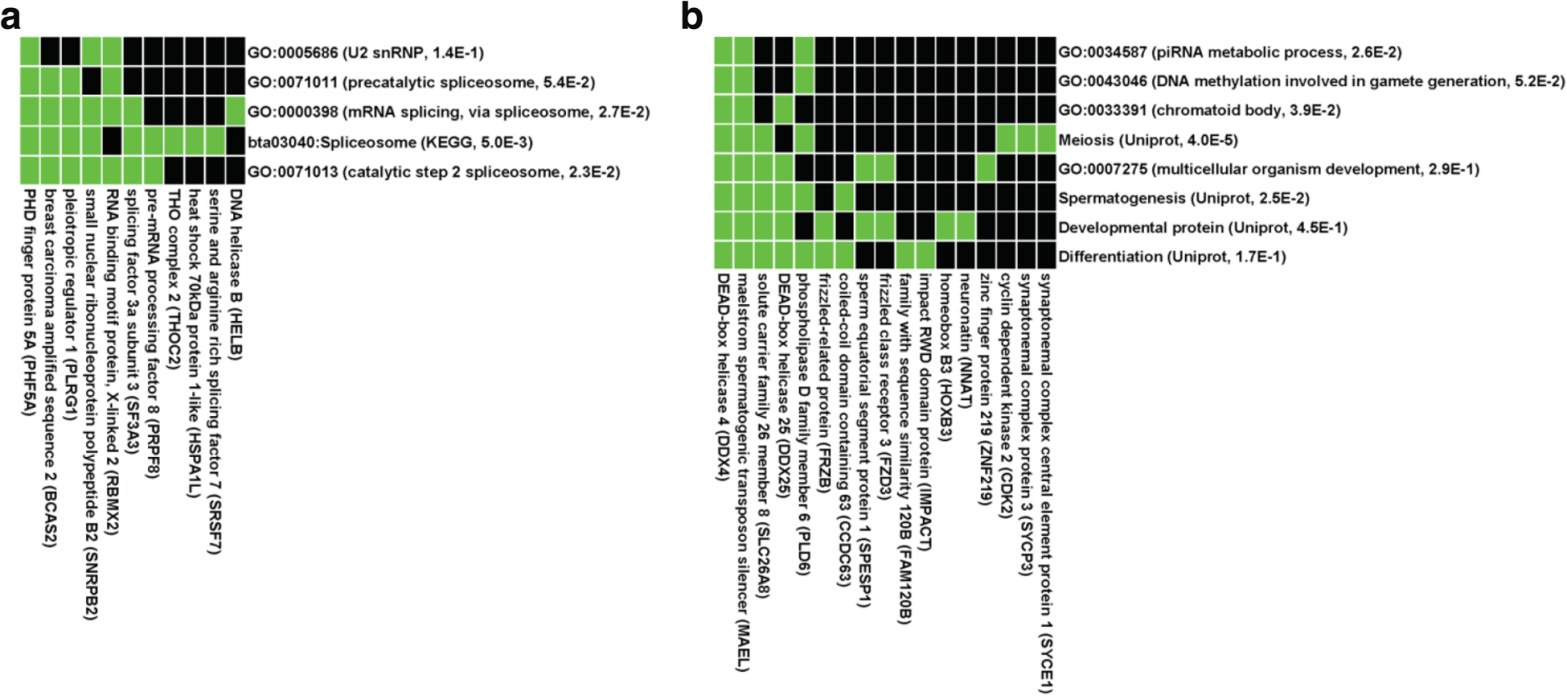
Hypo-DMRs identified by MeDIP-chip target genes involved in mRNA processing and spermatogenesis. Genes containing the 1144 hypo-DMRs were subjected to DAVID analysis, with the regions of interest used as the background. Terms of gene ontology, pathways or Uniprot keywords enriched among the DMRs and their corresponding p-values are indicated, as are the genes present in each category. The green color on the heatmap represents a correspondence between a gene and a category. To limit the size of the heatmaps, only GO terms designated as DIRECT by DAVID were used for cluster generation. **a** Functional cluster related to mRNA processing. **b** Functional cluster related to meiosis and spermatogenesis

Because CpGs targeted by RRBS are scattered along the genome, we then started to characterize the hypo-DMCs identified by RRBS relative to different genomic features (genes, CpG density and overlapping repeats; Fig. 5a). The most remarkable observation was a dramatic enrichment of hypo-DMCs for repeats (24.5% vs. 13.2% in background; right panel), and particularly for satellites (64.7% vs. 17.8%). In order to get a more precise picture of the methylation status of repetitive elements by rescuing some of the information included in the ambiguous reads, we aligned the reads on a Repbase artificial genome containing the consensus sequence of each bovine repeat (see Additional file 1: Supplementary methods for details, and Additional file 4 and Additional file 1: Table S8 for data). The hypomethylation of sperm was clear in satellites and also in rDNA repeats encoding ribosomal RNAs (Additional file 1: Figure S3). We therefore concluded from both CpGs targeted by uniquely mapped reads (that had been used to identify hypo-DMC) and CpGs targeted by ambiguous reads, that specific families of repetitive elements were massively hypomethylated in bovine sperm.

**Fig. 5:**
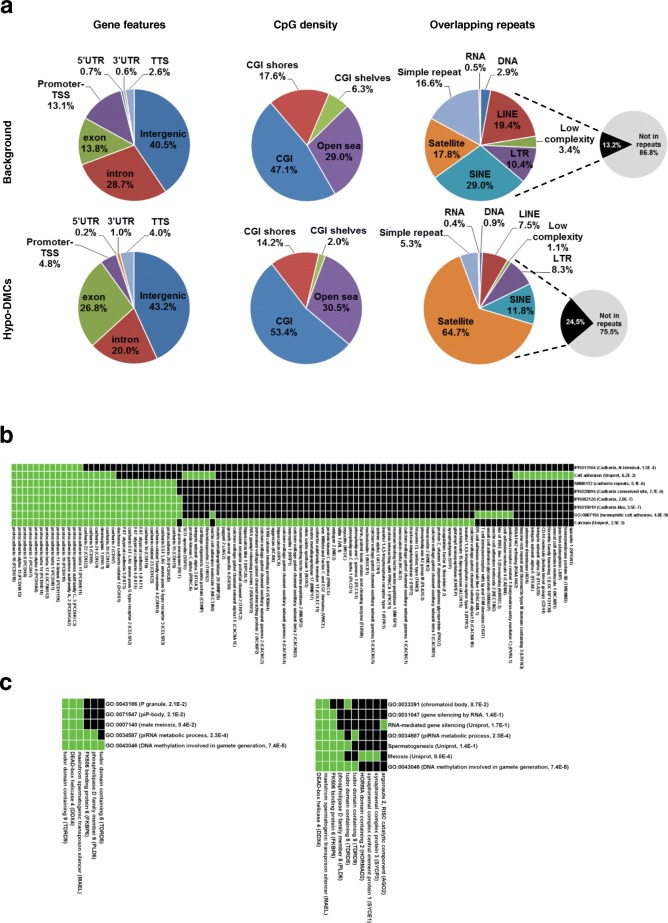
Hypo-DMCs identified by RRBS target specific genomic features and functions. The 137,861 hypo-DMCs and 1,580,644 CpGs (background) were annotated relative to gene features, CpG density and overlapping repeats. **a** Distribution of hypo-DMCs and background CpGs among these genomic features. **b** Genes with hypo-DMCs located in exons were subjected to DAVID analysis, with genes from some of the 1,580,644 CpGs in exons used as the background. The heatmap represents a functional cluster related to cell adhesion. **c** Genes with hypo-DMCs located in promoter-TSS were subjected to DAVID analysis, with genes containing some of the 1,580,644 CpGs in promoter-TSS used as the background. The heatmaps represent functional clusters related to piRNA metabolism (left panel) and to meiosis and spermatogenesis (right panel). To limit the size of the heatmaps, only GO terms designated as DIRECT by DAVID were used for cluster generation

Regarding gene features with respect to RRBS data, the proportion of genes containing hypo-DMCs was relatively unchanged compared with background (Fig. 5a, left panel), but interestingly, exons were more frequently represented (26.8% vs. 13.8% in background) while promoter-TSS were represented less than in background (4.8% vs. 13.1%). The distribution of hypo-DMCs in CGIs, shores and shelves was identical to that observed with the background (middle panel). We investigated whether specific GO terms were enriched in gene features displaying a different representation in hypo-DMCs and background. For exonic hypo-DMCs, which accounted for 2713 unique genes, significant enrichments were found for biological processes such as cell adhesion (213 genes), the regulation of signaling (382 genes) and cell migration (177 genes), and one main functional cluster related to cell adhesion could also be identified (Fig. 5b). For hypo-DMCs located in promoter-TSS, which accounted for 1200 unique genes, the most enriched biological process was sexual reproduction (44 genes), and two functional clusters were identified (Fig. 5c) as being related to piRNA metabolism (left panel) and to meiosis and spermatogenesis (right panel).

From an analysis of both hypo-DMRs obtained in MeDIP and hypo-DMCs identified through RRBS, we therefore concluded that undermethylation in sperm essentially targeted repeats and the promoters of genes important to spermatogenesis (which is the differentiation process that eventually leads to the mature sperm we analyzed), but also to genes involved in cell communication, signaling and migration that may be essential to both sperm functions and post-fertilization steps.

### Hypomethylation of four regions is confirmed by bisulfite-pyrosequencing

Four regions were selected for validation, based on their hypomethylation in sperm, the presence of both DMRs obtained by MeDIP analysis and DMCs obtained by RRBS analysis whenever possible, and their position relative to genes involved in sperm functions. Figure 6a shows the detailed localization of these regions together with their coverage and individual methylation in both MeDIP and RRBS. 

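In the region drawn for LSM4, on chromosome 7, RRBS covered 36 CpGs 5-500 in all 6 libraries, from 4816828 to 4818889. Averaged over each library's CpGs 5-500, the methylation was 1.76 ± 0.276% in sperm (SD, n = 2 libraries), 14.3 ± 0.646% in monocytes and 13.0 ± 1.30% in fibroblasts. Of these 36 CpGs, 5 between 4816828 and 4817023 were sperm-specific hypo-DMCs, at 0 to 22.2% in the sperm libraries and at 66.7% to 100% in the somatic libraries. The others of the 36, from 4818494 to 4818889, were at most at 13.0% in any library. Outside the 36, sperm had a CpG at 44.4%, which enters the average of sperm replicate 2. The 5 CpGs were covered by 13 reads in fibroblast replicate 1 and by 6 to 9 in the other libraries. A minimum coverage of 10 therefore kept them in that library only. The region then averaged 0.410% in sperm, 0% in monocytes and 7.56 ± 10.1% in fibroblasts (SD, n = 2).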

*LSM4*, which contained a hypo-DMR, is a gene involved in RNA processing [45]. 

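In the region drawn for SYCP3, on chromosome 5 from 65888681 to 65888983, RRBS covered 18 CpGs 5-500 in all 6 libraries, all of them DMCs in both sperm comparisons and 15 of them sperm-specific hypo-DMCs. The methylation of the region averaged 0.323 ± 0.0320% in sperm (SD, n = 2 libraries), 91.9 ± 2.37% in monocytes and 76.0 ± 5.47% in fibroblasts. No CpG of these 18 was above 3.45% in a sperm library or below 38.5% in a somatic library (Fisher's exact test between somatic cells and sperm on summed reads, largest p = 7.26e-11). In the region drawn for DDX4, on chromosome 20 from 23444293 to 23445093, RRBS also covered 18 CpGs 5-500 in all 6 libraries, of which 16 were sperm-specific hypo-DMCs. The methylation of this region averaged 0.206 ± 0.291% in sperm (SD, n = 2), 97.1 ± 0.290% in monocytes and 83.0 ± 3.78% in fibroblasts. These 18 CpGs were at 0% in both sperm libraries and at 30.8% or more in every somatic library (Fisher's exact test, largest p = 1.35e-09). The paper selected the regions of SYCP3 and DDX4 for their hypomethylation in sperm, so that small p values follow from this choice. The tests on summed reads also hold no variance between animals. The region of DDX4 had a median coverage of 5 to 15 reads per library. With a minimum coverage of 10, which moved it most, the average of this region in fibroblasts was 70.8 ± 19.8%.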

Genes *SYCP3* and *DDX4,* which contained both hypo-DMRs and hypo-DMCs identified in our study, play a major role in spermatogenesis insofar as either mutation or aberrant methylation of these genes associate to male infertility [46, 47]. 

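In the region drawn for BTSAT4, on chromosome 9 from 45022423 to 45022619, each library had 3 to 6 CpGs 5-500, and none was shared by all 6 libraries. Over its own CpGs 5-500, the region averaged 17.5 ± 3.08% in sperm (SD, n = 2 libraries), 80.2 ± 3.78% in monocytes and 55.7 ± 0.0760% in fibroblasts. Including CpGs of any coverage moved the somatic averages most, to 87.9% in monocytes and 66.7% in fibroblasts, and summing reads over CpGs moved that of sperm most, to 23.9 ± 14.1% (SD, n = 2). For reads aligned to the consensus of this satellite, Additional file 4 gives, as the paper's values for CpGs 5-500, 11% and 9.9% in the sperm libraries, 68.9% and 66.6% in the monocyte libraries and 60.2% and 59.4% in the fibroblast libraries. For CpGs covered by more than 500 reads, the paper's values are 19.6% and 17.2% in sperm, 83.2% and 81.9% in monocytes and 65.7% and 65.8% in fibroblasts.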

*BTSAT4* was the most frequently represented bovine satellite in our RRBS data and displayed undermethylation in sperm (Additional file 4). Overall, the four regions represented 42 analyzed CpGs. We used the pyrosequencing of bisulfite-converted DNA [40] to quantify the absolute methylation percentage of individual CpGs in sperm, liver and fibroblasts (Fig. 6b; genomic DNA from monocytes was in limited amounts and was saved for separate investigations). Consistent with the MeDIP data showing enriched probes along the *LSM4* promoter in liver and fibroblasts but not in sperm, the CpGs analyzed by pyrosequencing were all hypomethylated in sperm. In this region, the CpGs assessed by pyrosequencing were not covered by RRBS, but those in *DDX4*, *SYCP3* and *BTSAT4* were covered by the three techniques and displayed hypomethylation in sperm whatever the technique used. By pyrosequencing four additional CpGs, we also checked that one region specifically hypermethylated in sperm compared to somatic cells validated (Additional file 1: Figure S4).

**Fig. 6:**
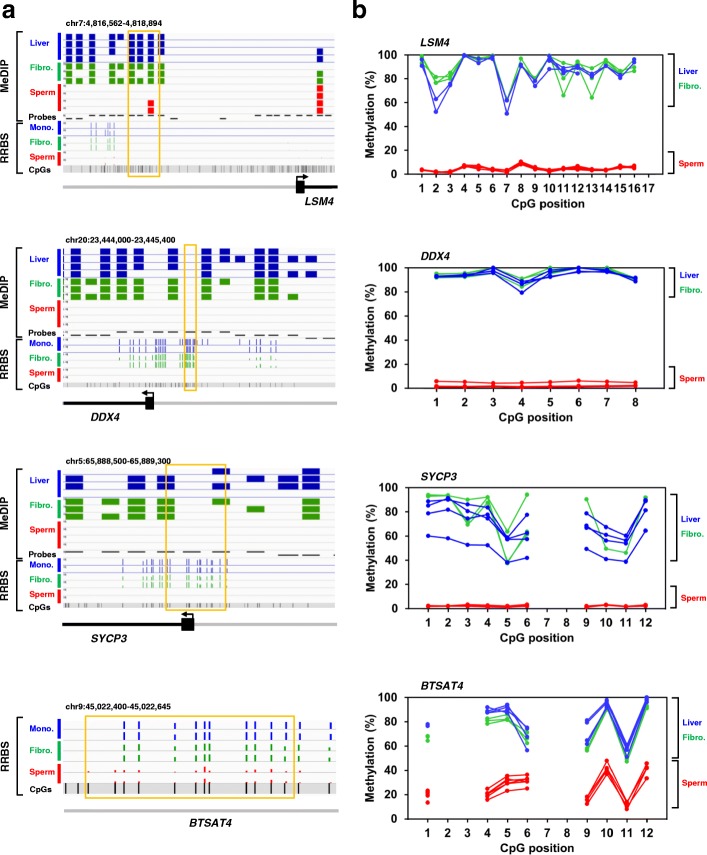
Validation by bisulfite-pyrosequencing. **a** IGV browser views of the gene regions targeted for pyrosequencing. In the MeDIP-chip panels, the “Probes” track indicates the probe positions on the microarray. The blue, green, and red bar charts represent probes with signal enrichment in the MeDIP fraction for liver, fibroblast and sperm samples, respectively. An absence of chart at a given probe position denotes that signal was not enriched in the MeDIP fraction. In the RRBS panels, the blue, green, and red bar charts represent the methylation percentages at each CpG 5-500 position for monocyte, fibroblast and sperm samples, respectively. Individual CpGs are shown, as are the MeDIP probe classes based on CpG frequency (the upper, middle and lower bands represent high, intermediate and low class probes, respectively). The orange boxes delineate the regions analyzed by pyrosequencing. **b** Methylation percentages of the CpGs assayed by pyrosequencing in sperm (*n* = 6), fibroblasts (*n* = 3) and liver (*n* = 4). The difference between sperm and somatic cells is significant at every position (*p* < 0.05, permutation test)

In conclusion, the results obtained using MeDIP, RRBS and pyrosequencing were in excellent agreement, which validated the high-throughput data and led to the characterization of gene regions with methylation patterns specific to bull sperm.

## Discussion

During this study, we performed DNA methylation analyses at different genome scales in order to exhaustively characterize the bovine sperm methylome. Our main findings were that global DNA methylation level was low in bull sperm compared with other species, and that bull sperm was less methylated than bovine somatic cells in the context of two genome-wide methylation assays targeting distinct genomic regions, namely RRBS and MeDIP-chip, with a focus on gene promoters.

The undermethylation of bull sperm compared to somatic cells agreed well with findings in other mammals and provides additional evidence of features of the male germline differentiation program being conserved across species. Hypomethylated loci have been identified for instance in the sperm of human and chimp using whole genome bisulfite sequencing [48] or the Infinium 450 K methylation platform [19, 49]. Together with our work, these reports demonstrate that the undermethylated status of sperm is independent of both the genome coverage and resolution of the technology used to map DNA methylation, and suggest that the presence of hypomethylated loci is conserved among mammals. We found that promoters and exons of genes hypomethylated in bull sperm were enriched for biological processes essential to sperm functions, such as sexual reproduction, fertilization, cell adhesion and migration, meiosis, RNA transport and processing (including piRNA metabolism), and the regulation of signaling. Interestingly, genes involved in these processes displayed highly dynamic expression in post-natal mouse spermatogonial stem cells [50]. In human sperm, some of these processes (cell adhesion, sexual reproduction, meiosis and piRNA metabolism) are enriched in hypomethylated promoters [48]. Hypermethylation of the piRNA machinery in testes has also been associated with human spermatogenic disorders [51]. In several species including bovine, the undermethylation of mature spermatozoa could therefore reflect a dynamic sequence of past transcriptional events in the male germline differentiation program which are essential to sperm functions.

Another striking finding revealed by our RRBS data was the undermethylation of repetitive elements in bull sperm, especially satellites. How to analyze repetitive sequences is still a matter of debate because of potential mapping artefacts [52, 53]. We initially decided to discard ambiguous reads, which may have led to an underestimation of the total contribution of repeats to hypomethylated loci in sperm. Alternatively, we aligned the sequences on an artificial genome that contained one copy of each bovine repetitive element, and were able to confirm the undermethylation of satellites and rDNA repeats encoding ribosomal RNAs in bull sperm. The undermethylation of satellites in sperm has long been described in several species, including bovine, by analyses of candidate sequences [54–56]. More recently, the undermethylated status of satellites in human and chimp sperm has been generalized to the whole genome [48]. Satellites are essential components of the constitutive heterochromatin in mammals, and this function is partly mediated by DNA methylation [57]. Satellites play key roles in chromosome structure, stability and segregation. Through their high molecular dynamics and ability to drive chromosome rearrangements, they are considered to be major actors in diseases such as cancer, but also in genome evolution and speciation [58]. The significance of satellite undermethylation in sperm could be related to the transcriptional burst that arises from paternal satellites in early mouse development, which is necessary for normal formation of the heterochromatin in embryos and for developmental progression [59]. Consistent with this important transcriptional activity, satellites remain hypomethylated after fertilization in normal preimplantation embryos [56, 60]. In contrast, embryos resulting from somatic cell nuclear transfer (SCNT) and have a reduced development potential, display somatic-like hypermethylated satellites in the mouse [56] and bovine [61–63]. Of note, the hypermethylation of satellites seems to persist in the sperm of adult SCNT-derived bulls [64], suggesting that it has resisted the two waves of epigenetic reprogramming that occur during early development and germ cell differentiation.

Strikingly, the sperm-specific hypomethylated sequences identified throughout this study, and which were particularly enriched in genes related to germline differentiation and in satellite and rDNA repeats, displayed several common features. Firstly, these hypomethylated sequences have previously been described as targets of *DNMT3B* de novo DNA methyltransferase. Indeed, the methylation of satellites is half-reduced in the germline of newborn male mice deficient for *DNMT3B* [65]. In humans, *DNMT3B* mutations lead to the ICF syndrome (Immunodeficiency Centromeric instability Facial anomalies). In somatic cells, this disease is associated with a hypomethylated status of germline genes and centromeric satellites that closely mimics that of gametes, affecting nuclear organization and chromosome stability [66]. Another common feature shared by sperm-specific hypomethylated sequences is that they partly remain associated to nucleosomes in mature spermatozoa, as reported for genes involved in RNA processing and for repetitive elements (including centromeric satellites) in humans and bovine [67], and for satellites and rDNA repeats in bovine [68]. In addition, sperm histone retention particularly affects CpGs that lack methylation in humans [49] and the mouse [69]. The association with retained nucleosomes in sperm, together with the important function of paternal satellite transcripts in early embryos and the hypermethylation of satellites in SCNT embryos, support the hypothesis that regions which are hypomethylated in sperm play a fundamental role not only in germline differentiation but also in post-fertilization epigenetic reprogramming.

The final question arising from our study originates from the intriguing finding that global methylation at CCGG sites was more than 10% lower in bull sperm than in any other species investigated (sheep, horse, pig, mouse, goat and human), which remains to be confirmed using larger samples. Because satellites are undermethylated in the sperm of many species, the global undermethylation of bull sperm could partly be explained by the larger amount of satellite sequences present in the bovine genome (eight satellite components representing 23% of the total genomic content; [70]). We annotated the CCGG sites relative to the genomic features available in different species, and indeed observed that CCGGs overlapping satellites represented 1.6% of all CCGGs in bovine vs. 0.1 to 0.6% in other species. From a purely mathematical point of view, the low percentage of CCGG sites present in satellites whatever the species probably did not accounted for the > 10% difference in sperm methylation. However, it should be kept in mind that the repetitive nature of satellites precludes their correct integration in genome assemblies, which probably led to an underestimation of their contribution to global CCGG methylation. Although we cannot rule out that the weaker global methylation in bull sperm is due to a higher representation of bovine satellites in CCGGs, an alternative explanation might be that satellite methylation is quantitatively lower in bull sperm than in the sperm of other species. This is supported by an old report which demonstrated that relative to somatic tissues, most satellites are largely undermethylated in the sperm of cattle while they are only slightly undermethylated in mouse sperm [54]. The abundance of satellites in the bovine genome, together with their low methylation content in male germ cells, may contribute to explaining some of the bovine-specific features of meiotic recombination. Crossing-over events are more frequently observed in the spermatocytes of *Bos taurus* than in those of related Bovidae species (wildebeests; [71]). Moreover, the meiotic recombination rate in cattle is particularly elevated in males, while in most species it is higher in females [72, 73]. The frequency of crossing-overs is usually low in repeat-rich domains associated with heterochromatin [74]; however, the weak methylation of satellites in bull germ cells probably reflects a particular chromatin structure that may promote crossing-overs. The undermethylation of bull spermatozoa may also have contributed to shaping the bovine genome. Indeed, segmental duplications in the bovine reference genome are particularly enriched for satellite repeats that are undermethylated in bull sperm, including *BTSAT4* [75]. Segmental duplications promote both chromosome rearrangements that drive bovine genome evolution (as indicated by their enrichment in the vicinity of cattle-specific evolutionary breakpoints [29]), and inter-individual variability through their ability to promote CNVs [76]. The role of segmental duplications in structural variations of the bovine genome might be mediated by hypomethylated sequences in the bull germline. In support of this hypothesis, human-specific evolutionary rearrangements and CNVs associate not only with low copy repeats and the deletions/duplications they generate, but also with hypomethylated regions of human sperm [77], thus providing a potential link between hypomethylation in the germline and genome structural variation.

## Conclusions

By means of a thorough characterization of bull sperm DNA methylation at different genome scales, this study has provided evidence that bull spermatozoa are less methylated when compared to not only bovine somatic cells but also the sperm of other mammals. The sequences undermethylated in bull sperm are conserved across species, which may denote an important role in germline differentiation and in post-fertilization epigenetic reprogramming. The cattle-specific lower methylation at CCGG sites may be partly related to the abundance of satellites in the bovine genome and to their undermethylated status in the male germline. Given the potential evolutionary implications of these findings, it would be of considerable interest to quantify DNA methylation at different stages of bovine male germline differentiation in order to understand when and how this undermethylation takes place.

## Additional files

Additional file 1: is a pdf file containing supplementary methods, supplementary references, eight supplementary tables and four supplementary figures. **Table S1.** reference genomes used for in silico analyses and origin of the files used for annotation. **Table S2.** in silico characterization of bovine reduced restriction (RR) genomes generated using different size selection criteria. **Table S3.** comparison of RR genomes obtained with a 40-290 bp selection size window in different species. **Table S4.** primers and PCR conditions used to generate the pyrosequencing templates. **Table S5.** pyrosequencing primers. **Table S6.** library characterization, mapping efficiency on the bovine genome (UMD3.1), coverage and average methylation in RRBS libraries. **Table S7.** results of comparisons between tissues by RRBS. **Table S8.** mapping efficiency on a Repbase artificial bovine genome, coverage and average methylation in RRBS libraries. **Figure S1.** Bootstrap analysis of global CCGG methylation in bull sperm from four different breeds. **Figure S2.** Genotyping of bull sperm and blood samples. **Figure S3.** Average methylation percentages for CpGs 5-500 and CpGs > 500 in each cell type, in reads uniquely aligned on a Repbase bovine artificial genome. **Figure S4.** Pyrosequencing of CpGs hypermethylated in sperm.

Additional file 2: is a Microsoft Excel file listing the DMCs identified using RRBS. This file includes three datasheets corresponding to the pairwise comparisons between sperm, fibroblasts and monocytes.

Additional file 3: is a Microsoft Excel file listing the DMRs identified using MeDIP. This file includes three datasheets corresponding to the pairwise comparisons between sperm, fibroblasts and liver. One DMR may be present in several lanes if shared by several promoters.

Additional file 4: is a Microsoft Excel file listing the consensus sequences of each bovine repetitive element as defined in Repbase and the average methylation percentages for CpGs 5-500 and CpGs > 500 in each RRBS sample.

## Abbreviations

CGI: CpG island
CNV: Copy number variation
DAVID: Database for Annotation, Visualization and Integrated Discovery
DMC: Differentially methylated CpG
DMR: Differentially methylated region
DTT: Dithiothreitol
GO: Gene ontology
IGV: Integrative Genomics Viewer
LUMA: Luminometric methylation assay
MeDIP: Methylated DNA immunoprecipitation
PBMCs: Peripheral blood mononuclear cells
PBS: Phosphate buffer saline
PCA: Principal component analysis
RR genome: Reduced representation genome
RRBS: Reduced representation bisulfite sequencing
SCNT: Somatic cell nuclear transfer
TSS: Transcription start site
TTS: Transcription termination site

How the deposited data were processed for this re-analysis (not part of the article)

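RRBS was measured in 2 sperm, 2 monocyte and 2 fibroblast libraries, each from a different animal. The samples were grouped by the cell type in their labels. The authors prepared MspI fragments of 40 to 290 bp, sequenced them as 75 bp paired-end reads and mapped them on the UMD3.1 bovine genome. For each CpG and library, the deposited tables give the coverage as counts of uniquely mapped reads, without normalization or filtering. The authors gave the methylation of each CpG as a percent of these reads, to 1 decimal, with further decimals left off. The number of methylated reads was recovered as the nearest whole number to the coverage times this percentage. It was checked against the read counts of the 5997 DMC entries given of Additional file 2, and all 5997 were identical. Of these entries, 5709 were covered in all 6 libraries, and all 5709 were also called DMCs here. The remaining entries lay outside the CpGs tested here, so that the paper's lists were not confined to CpGs covered in all 6 libraries.

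The coverage summed over CpGs was 51857496 and 60569057 for the sperm libraries, 56454307 and 45884839 for the monocyte libraries and 65899554 and 78890776 for the fibroblast libraries. The median coverage per CpG was 9 and 10 reads for sperm, 10 and 9 for monocytes and 12 and 14 for fibroblasts. At this depth the percentage of a single CpG is coarse, whereas averages and counts over the genome have a small counting error. The confidence intervals cover the counting error only, since 2 animals per cell type give little information on the variation between animals.

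Average methylation was computed per library over CpGs covered by 5 to 500 reads and over CpGs covered by more than 500 reads, and is given as the mean and SD of the 2 replicates. Hypomethylated, intermediate and hypermethylated CpGs were split at 20% and 80%. Distances between libraries were 1 minus Pearson's r, and the PCA was centred per CpG without scaling. Groups of libraries were compared by exact two-sided permutation tests. DMCs were called among the 1580644 CpGs 5-500 covered in all 6 libraries, with a likelihood-ratio test of a logistic regression on the summed counts, a Benjamini-Hochberg adjusted p below 0.01 and a difference between summed counts of at least 25 points. Sperm-specific DMCs were those of both sperm comparisons that were not DMCs between monocytes and fibroblasts, and hypo-DMCs were those with a higher mean percentage in both somatic cell types. The regions of Fig. 6a were taken with the coordinates drawn there.

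The alternatives were Fisher's exact test, an overdispersion correction per CpG, the edgeR quasi-likelihood test on methylated and unmethylated counts, a replicate block in a Cochran-Mantel-Haenszel test, other thresholds for the adjusted p and for the difference, Storey's q-value with lambda 0.5, other limits of coverage, autosomes alone, CpGs covered in the 4 libraries compared, merging of neighbouring DMCs into regions, and leaving out each library. The genes and loci named are those that the paper draws with coordinates in Fig. 6a, and the 3 regions with the most sperm-specific DMCs of each direction, regions being runs of DMCs within 1000 bp of each other. The analyses ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9, and in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. The edgeR model was fitted to the counts of all 6 libraries, with a common dispersion of 0.117 estimated on a sample of the CpGs.

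The tests were tested on simulated data at the coverage of the libraries, in which 2000 of 100000 CpGs differed by 50 points in sperm. In the libraries a larger share was called, 18.8% between monocytes and sperm and 28.3% between fibroblasts and sperm. With counting noise alone, the logistic regression recovered 77.4% of the changed CpGs between monocytes and sperm and 84.1% between fibroblasts and sperm, all in the right direction, and it called 5 and 11 unchanged CpGs. With added spread between animals, it recovered 76.2% and 83.4%, with 62 and 75 false calls. This spread was a fixed value, not estimated from the libraries. In the libraries, the same test called 0.173% to 0.693% of the CpGs between replicates, so that the simulated false calls may understate those in the data. The edgeR test recovered 53.25% and 64.65% with counting noise alone, with 0 and 1 false calls. With added spread it recovered 14.5% and 29.7%, with 1 and 0 false calls. The overdispersion correction recovered none of the changed CpGs in either simulation. The hypomethylated share of the recovered sperm-specific CpGs was 52.0% with counting noise alone, against 56.9% among the simulated changes, so that this share is slightly underestimated at this depth in the simulation.

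The genomic features, repeats and gene ontology terms of the DMCs were not analysed here, because no annotation of the UMD3.1 genome was used. The LUMA, MeDIP-chip and pyrosequencing measurements were not analysed here, apart from the coordinates and directions of the DMRs in the given part of Additional file 3.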

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

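For the averages of CpGs 5-500, the tests of the CpGs covered and of the PCR cycles were chosen only after the averages had been seen.

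The average methylation of CpGs 5-500 differed from sperm in opposite directions in the somatic cell types. It was 5.88 points higher in monocytes, in both libraries, and the difference was -3.79 points in fibroblasts, again in both libraries. These differences differ from each other by the difference between monocytes and fibroblasts, 9.67 points (exact two-sided permutation test, p = 0.333, the smallest p that 2 libraries against 2 allow). A candidate explanation is that each library covers other CpGs. Over the CpGs shared by all 6 libraries, the differences were 5.03 points for monocytes and -2.62 points for fibroblasts, so that the order was the same. Another is the number of PCR cycles. Fibroblasts and sperm had the same number of cycles and still differed by -3.79 points, but monocytes were the only cell type with 12 cycles, and their difference cannot be told apart from it. Weighted by coverage, the average of fibroblasts was 46.8% and that of sperm 45.3%, so that the direction for fibroblasts depends on how CpGs are weighted. Cell type also goes with sex in these libraries, and the fibroblasts alone were cultured. No biological explanation was tested.

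The X chromosome, which the paper does not discuss, had the largest share of sperm-specific hypo-DMCs. Of its CpGs 5-500, 27.2% were hypo-DMCs, against 5.22% to 20.4% on the 29 autosomes and 21.4% on unplaced sequences. Lower coverage of the X chromosome in sperm from bulls was considered as a technical explanation. With at least 10 reads in all libraries the share on the X chromosome was 34.0%, against 5.67% to 21.8% on the autosomes. This cannot decide, because a limit on coverage also changes which CpGs are tested. Over all chromosomes, sperm-specific DMCs made up 10.0% to 10.9% of the CpGs with mean coverages of 5 to 50 reads. They made up 53.0% to 71.7% of those with 50 to 500 reads. The median coverage of the CpGs tested was 17 reads on the X chromosome and 18 to 19 on the autosomes. The design gives a biological explanation, since the somatic cells came from cows and an inactive X chromosome may be methylated where the X chromosome of sperm is not. Among CpGs below 10% in sperm, 36.4% on the X chromosome lay between 20% and 60% in both somatic cell types, against 1.25% to 2.88% on the autosomes. The hypo-DMCs of the X chromosome had medians of 61.5% in monocytes and 55% in fibroblasts, below the medians of every autosome. These values are consistent with methylation of an inactive X chromosome as a hypothesis. Repeats and differences between animals were not tested for this excess, and sex cannot be separated from cell type.

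A further 21153 sperm-specific DMCs lay at CpGs that are covered in all 6 libraries only after positions 1 bp apart are joined. The tables list 5005293 positions, of which 913483 pairs lie 1 bp apart, but no library lists both positions of a pair. Joining them added 177713 CpGs 5-500 to the 1580644. Of the added CpGs, 11.9% were sperm-specific DMCs, against 11.4% of those covered without joining. A candidate explanation is technical, with CpGs read on a single strand in a library being listed at the position of that strand. The share of CpGs listed at the second position was 20.7% to 25.9% at 1 to 4 reads and at most 5.73% at 50 reads or more, lower in all 6 libraries. The fall was not steady, since the share was lowest, 0.825% to 1.65%, at 20 to 49 reads. No other explanation was tested, and no biological explanation was tested.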

How the results depend on the processing

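Of the alternatives that were run, 4 were chosen after seeing the data, and the others before the data were examined. These 4 included joining positions 1 bp apart and equal coverage in all libraries. The rest of the 4 used CpGs covered in the 4 libraries compared, with either an adjusted p or a Storey q-value below 0.001. The use of CpGs covered in the 4 libraries compared for the sperm-specific set was also chosen after seeing the data. The cause was not tested for any changed value below, but the coverage of single CpGs shows it for LSM4. Some orders between cell types or comparisons reversed. Sperm fell below fibroblasts in the average of CpGs 5-500 weighted by coverage. CpGs that differed by at least 25 points were fewer between monocytes and sperm than between monocytes and fibroblasts, but more numerous at a minimum coverage of 10. With classes split at 10% and 90%, the hypermethylated share of sperm, 44.6%, was above that of monocytes, 41.1%. In LSM4 at a minimum coverage of 10, monocytes, at 0%, lay below sperm, at 0.410%, and below fibroblasts, at 7.56%. This limit removed the 5 hypo-DMCs of LSM4 from every library except fibroblast replicate 1, so that the averages no longer cover the same CpGs. With a difference of at least 50 points, DMCs found only between fibroblasts and sperm, 37926, were fewer than those found only between monocytes and sperm, 44398.

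Average methylation of CpGs 5-500 in sperm, monocytes and fibroblasts was 49.0%, 54.0% and 46.4% over CpGs covered in all 6 libraries, 49.1%, 55.3% and 46.7% at a minimum coverage of 10 and 49.8%, 54.8% and 46.5% after joining positions. Weighted by coverage it was 45.3% in sperm and 46.8% in fibroblasts, and in monocytes it moved by less than the replicate SD. For CpGs above 500 reads, monocytes and fibroblasts were at 82.7% and 68.5% over CpGs above 500 reads in all 6 libraries, and fibroblasts at 67.3% weighted by coverage. At a minimum coverage of 10, 968781 CpGs remained in all 6 libraries.

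The distance between sperm and somatic cells was 0.410 with 1 CpG per kb. The distance between monocytes and fibroblasts was 0.326 with 1 CpG per kb, 0.207 with Spearman's correlation and 0.155 at a minimum coverage of 10. Sperm remained farther from somatic cells than these from each other under each of these alternatives. Principal components 1 and 2 held 42.0% and 25.0% of the variance after scaling, 63.5% and 28.5% at a minimum coverage of 10 and 61.3% and 29.3% on autosomes.

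For monocytes and sperm, fibroblasts and sperm, monocytes and fibroblasts, and the sperm-specific set, the overdispersion correction gave 0 DMCs, with 222393, 269421 and 122287 CpGs at an unadjusted p below 0.05 in the 3 comparisons. In the simulation this correction also recovered none of the true changes. The edgeR test gave 196071, 235852 and 62475 DMCs. A minimum coverage of 10 gave 189110, 272751 and 168759 DMCs and 112970 sperm-specific DMCs. A difference of at least 50 points gave 259950 DMCs between fibroblasts and sperm and 126223 between monocytes and fibroblasts. The other alternatives left these counts within 1.5 times the main count. Without a test, 193094, 276361 and 182594 CpGs differed by at least 25 points at a minimum coverage of 10.

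The hypomethylated share of sperm-specific DMCs stayed above 50% under every alternative that called DMCs. It was 79.4% with Fisher's exact test, 81.4% with edgeR, 79.5% with the replicate block, 79.2% at an adjusted p below 0.001, 76.4% and 79.6% at differences of at least 10 and 50 points, 80.1% at a minimum coverage of 10, 77.2% at a maximum coverage of 100 and 77.8% on autosomes. It was 60.4% and 53.4% after merging DMCs within 100 and 1000 bp. With CpGs covered in the 4 libraries compared it was 79.2% at an adjusted p and 79.2% at a Storey q-value below 0.001, after joining positions 78.0%, and at equal coverage 78.2%.

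Background CpGs more methylated in both somatic cell types than in sperm made up 16.7% at differences of at least 5 points, 23.8% at a minimum coverage of 10, 21.8% on autosomes, and from 21.1% to 22.9% across the 6 sets that each left out 1 library. Less methylated CpGs made up 17.3%, 32.2%, 31.5% and from 26.0% to 30.7%. At a minimum coverage of 10, 1026 CpGs of listed DMRs were DMCs. In the main setting, the share in the same direction was 97.2% when each DMR with a CpG tested counted equally. Leaving out a library leaves the value of the other replicate for its cell type, which cannot show stability, and no p is given because the cell type then has 1 library.

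In 90 further cases a value moved, 38 for the shares of the methylation classes (14 up, 24 down), 35 for the territories of the Venn diagram (13 up, 22 down) and 17 for the regions of Fig. 6a (6 up, 11 down). The alternatives for genomic features and repeats were not run, because no annotation of the UMD3.1 genome was used. The replicate block with a crossed pairing, an alternative added after seeing the data, was not run, because the correlation of same-numbered libraries was close to 0, with -0.00325 as its lowest value. The depth limits what a single CpG can show. In the LSM4 region, a minimum coverage of 10 left an average of 0% in monocytes against 14.3% before.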

Differences from the paper's values

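The territories of the Venn diagram follow from the 3 lists of DMCs, whose alternatives were set before the data were examined, although the territories themselves were not named among the results then. Of 5997 DMC entries checked from the paper's lists, 5709 were covered in all 6 libraries. The paper's lists thus also hold CpGs that the main setting did not test.

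DMCs found only between fibroblasts and sperm numbered 63995, against the paper's about 120000 in Fig. 3b, read by eye. Of the alternatives set before the data were examined, CpGs covered in the 4 libraries compared (115891) and a difference of at least 10 points (99454) brought the value within 1.5 times the paper's. Fisher's exact test, the overdispersion correction, edgeR, the replicate block, adjusted p values below 0.05 and 0.001, the Storey q-value, a difference of at least 50 points, the difference between means, the condition on both replicates, minimum coverage 10, maximum coverage 100 and autosomes alone did not.

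DMCs found only between monocytes and sperm numbered 23758, against the paper's about 51000 in Fig. 3b, read by eye. Of the alternatives set before the data were examined, CpGs covered in the 4 libraries compared (51500), edgeR (49189) and a difference of at least 50 points (44398) brought the value within 1.5 times the paper's, and the others in the list above and a difference of at least 10 points did not.

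DMCs found only between monocytes and fibroblasts numbered 13801, against the paper's about 35000 in Fig. 3b, read by eye. Of the alternatives set before the data were examined, CpGs covered in the 4 libraries compared (45793) brought the value within 1.5 times the paper's, and the others did not.

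Using the CpGs covered in the 4 libraries compared with an adjusted p below 0.001, a setting chosen after seeing the values, these 3 counts were 115963, 52516 and 34804. Using the same CpGs with a Storey q-value below 0.001, also chosen after seeing the values, they were 120698, 50533 and 35985. Joining positions 1 bp apart, also chosen after seeing the data, gave 76503, 27245 and 16816. Equal coverage in all libraries, chosen in the same way, gave 76956, 34541 and 12041. Of the counts with joined positions or equal coverage, only 34541 was within 1.5 times the paper's. With this Storey setting, chosen after seeing the values, the DMCs of the 3 comparisons numbered 298480, 453006 and 240423 and the sperm-specific DMCs 173999, against the paper's 298901, 450971, 239036 and 174103.

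DMCs found in all 3 comparisons numbered 41621, against the paper's about 28000 in Fig. 3b, read by eye, close to the limit of 1.5 times. With the adjusted p and the Storey settings above, both chosen after seeing the values, this count was 25398 and 27819. It was 46578 after joining positions and 22838 at equal coverage, also chosen after seeing the data. Principal components 1 and 2 held 61.6% and 29.0% of the variance, against the paper's about 42% and about 25% in Fig. 2b, read by eye, which is within 1.5 times. With every CpG scaled to unit variance, an alternative set before the data were examined, they held 42.0% and 25.0%.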

Other observations

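For the excess of intermediate CpGs in fibroblasts at 50 reads or more, the way of setting it against the replicates was settled only after its value had been seen.

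Most sperm-specific DMCs were hypomethylated in sperm, and 2 technical explanations were tested. If neighbouring CpGs of the same fragments made up the excess, it would vanish after merging. After merging DMCs within 1000 bp the hypomethylated share was 53.4%, still above 50% but much closer to it than the 78.7% of single DMCs, so that most of the excess over 50% went with clusters of DMCs. If CpGs of collapsed repeats with high coverage made up the excess, it would vanish at low coverage. Among DMCs with a mean coverage of at most 20 reads the share was 76.3%, and among those with a mean coverage of 200 to 500 reads it was 99.9%. Genomic repeats themselves were not analysed here.

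Intermediate CpGs were more frequent in fibroblasts than in monocytes. Sampling noise at low coverage was tested as a technical explanation. Among CpGs covered by at least 50 reads, the fibroblast libraries had 56.4% and 35.7% of intermediate CpGs and the monocyte libraries 27.0% and 28.8%, an excess of 18.2 points. The lowest fibroblast library lay above the highest monocyte library, but the SD between the fibroblast replicates, 14.6 points, was almost as large as the excess. The sperm libraries were at 44.5% and 33.0% there, both above both monocyte libraries, so that the excess over monocytes was not confined to fibroblasts at this coverage. At a minimum coverage of 20 the shares were 27.1% in fibroblasts, 11.5% in monocytes and 7.19% in sperm. A candidate explanation is that fibroblasts have long domains of partial methylation. Among CpGs above 80% in sperm, the methylation of pairs of CpGs 10 to 50 kb apart had a correlation of 0.117 in fibroblasts, 0.0554 in monocytes and 0.00701 in fibroblasts after shuffling CpGs within chromosomes. This is consistent with such domains as a hypothesis, but the correlation is small, and monocytes have little range among these CpGs, with 10.5% of intermediate CpGs against 37.3% in fibroblasts. The fibroblasts alone were cultured, so that an effect of culture cannot be separated from cell type.

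Between the replicates of a cell type, 4886 CpGs were called in sperm, 2736 in monocytes and 10959 in fibroblasts. A candidate explanation is C to T polymorphism between animals, which removes single CpGs. The nearest CpG within 50 bp was itself called in at most 11.6% of these CpGs, in sperm, against at least 61.3% for DMCs between cell types. These shares cannot decide, because calls are much rarer between replicates, 0.173% to 0.693% of the CpGs tested, than between cell types, 17.0% to 28.3%. Genotypes were not used here, and polymorphism remains untested.

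The count of DMCs between monocytes and sperm was above that between monocytes and fibroblasts, and a difference in depth between libraries was considered as a technical explanation. At equal coverage in all 6 libraries the ratio of the 2 counts was 1.38, with 269151 and 195329 DMCs. The fibroblast libraries were the deepest, so that unequal depth favours the comparison of monocytes with fibroblasts, which had fewer DMCs, and runs against the order seen. Without a test, CpGs that differed by at least 25 points were fewer between monocytes and sperm, 319574, than between monocytes and fibroblasts, 324536. They were also fewer on autosomes, 300963 against 314675, but at a minimum coverage of 10 they were more numerous, 193094 against 182594.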
